# Epigenetic re-expression of HIF-2α suppresses soft tissue sarcoma growth

**DOI:** 10.1038/ncomms10539

**Published:** 2016-02-03

**Authors:** Michael S. Nakazawa, T. S. Karin Eisinger-Mathason, Navid Sadri, Joshua D. Ochocki, Terence P. F. Gade, Ruchi K. Amin, M. Celeste Simon

## Abstract

In soft tissue sarcomas (STS), low intratumoural O_2_ (hypoxia) is a poor prognostic indicator. HIF-1α mediates key transcriptional responses to hypoxia, and promotes STS metastasis; however, the role of the related HIF-2α protein is unknown. Surprisingly, here we show that HIF-2α inhibits high-grade STS cell growth *in vivo*, as loss of HIF-2α promotes sarcoma proliferation and increases calcium and mTORC1 signalling in undifferentiated pleomorphic sarcoma and dedifferentiated liposarcoma. We find that most human STS have lower levels of *EPAS1* (the gene encoding HIF-2α) expression relative to normal tissue. Many cancers, including STS, contain altered epigenetics, and our findings define an epigenetic mechanism whereby *EPAS1* is silenced during sarcoma progression. The clinically approved HDAC inhibitor Vorinostat specifically increases HIF-2α, but not HIF-1α, accumulation in multiple STS subtypes. Vorinostat inhibits STS tumour growth, an effect ameliorated by HIF-2α deletion, implicating HIF-2α as a biomarker for Vorinostat efficacy in STS.

## Abstract (web summary)

Hypoxia is a common feature of soft tissue sarcomas, resulting in the activation of HIF-1α, which promotes metastasis. Here, Nakazawa *et al.* show that paradoxically HIF-2α is epigenetically silenced during the progression of multiple sarcoma subtypes, and when reexpressed, blocks tumour growth *in vivo*.

Soft tissue sarcomas (STS) are a diverse group of malignancies arising from mesenchymal tissues, currently classified into ∼50 distinct histological subtypes^1^. Each year, 12,000 new cases are diagnosed in the United States, and roughly 4,000 succumb to this disease^2^,^3^. While recent findings have defined molecular mechanisms underlying sarcomagenesis and disease progression, these cancers remain relatively understudied due to their varied clinical and pathological aetiologies, making effective treatment challenging^4^. Current therapeutic options for localized disease include surgical resection, frequently in combination with radiation therapy and chemotherapy. For metastatic or unresectable STS, cytotoxic chemotherapy remains the primary approach; however, response rates are only 10–25% (refs 5, 6). Therefore, it is critical to identify novel therapeutics, as well as biomarkers to predict their efficacy, to help improve patient outcomes.

Undifferentiated pleomorphic sarcoma (UPS), fibrosarcoma and dedifferentiated liposarcoma (DD-LPS) are undifferentiated high-grade sarcomas, which collectively represent up to 40% of newly diagnosed sarcomas in adults^7^. UPS is among the most aggressive STS subtypes in adults, with a five-year survival rate of only 24% in patients with metastatic disease^1^,^8^. Although UPS comprises 15% of newly diagnosed STS cases, its dedifferentiated phenotype suggests that it may represent a morphological end point for many other sarcomas^7^,^9^. Further characterization may therefore provide broader insights into other aggressive STS subtypes.

One prominent feature of STS, including UPS, are severely hypoxic regions, a phenotype associated with lower overall survival rates^10^,^11^,^12^. Cellular adaptation to hypoxic stress requires coordinated changes in gene expression, many of which are mediated by hypoxia-inducible factor (HIF)-1α and HIF-2α (13,14,15). Although HIF-1α and HIF-2α are stabilized under hypoxic conditions, extensive data indicate that many important HIF targets are controlled specifically by one isoform or the other^16^,^17^,^18^,^19^. Additionally, the impact of HIF-α isoform stabilization is context-dependent, as they have been demonstrated to promote or suppress tumour growth in different cancers^17^,^20^,^21^. Several HIF inhibitors have been developed for clinical intervention, and while certain compounds demonstrate isoform-specific inhibition^22^, many affect both HIF-1α and HIF-2α equally^23^,^24^. Thus, the role of both HIF-α subunits in specific tumour contexts must be characterized before using either pan or isoform-specific HIF-α drugs.

Whereas HIF-1α has recently been shown to promote metastasis in UPS and fibrosarcoma^25^, the role of HIF-2α in STS has not been established. In this study, using a genetically engineered UPS mouse model that faithfully recapitulates human disease^26^,^27^, as well as fibrosarcoma and liposarcoma xenografts, we found that HIF-2α expression surprisingly suppresses tumourigenesis. Loss of HIF-2α (encoded by the *EPAS1* gene) increased sarcoma tumour cell proliferation. Additionally, RNA-seq analysis indicated that *Anoctamin-1* (*ANO1*, *DOG1* and *TMEM16A*)^28^, encoding a calcium-activated chloride channel, was expressed at elevated levels in HIF-2α deficient autochthonous UPS tumours relative to controls. In turn, ANO1 overexpression coincided with elevated CAMKII and mTORC1 signalling in these tumours. mTORC1 senses nutrient availability, and regulates cellular growth, biosynthetic activity and ribosomal biogenesis^29^; as such, disregulation of this pathway occurs in a variety of cancer types, including sarcomas^30^. Decreased *EPAS1* messenger RNA (mRNA) expression (with no copy number variation) was detected in the majority of STS patient samples analysed, including UPS, fibrosarcoma and liposarcoma. These data suggest that *EPAS1* expression is suppressed by epigenetic mechanisms in multiple sarcoma subtypes. Altered epigenetics have been observed in many cancers, with dysregulation of the epigenome proposed as an important mechanism whereby tumours progress^31^. Of note, treatment with the chromatin modifying agent suberanilohydroxamic acid (SAHA, Sigma-Aldrich, St Louis, MO, USA; Vorinostat), a clinically approved histone deacetylase inhibitor (HDACi)^32^, significantly increased HIF-2α expression in several STS, and inhibited growth in a HIF-2α dependent manner.

## Results

### HIF-2α suppresses tumour growth in UPS

To address the role of HIF-2α in STS, we crossed the previously described autochthonous ‘KP' (*LSL-Kras*^G12D/+^; *Trp53*^fl/fl^) UPS mouse strain^27^ with *Epas1*^fl/fl^ mice^33^ to generate ‘KPH2' (*LSL-Kras*^G12D/+^; *Trp53*^fl/fl^; *Epas1*^fl/fl^) animals. Hind limb UPS tumours are generated by injection of adenovirus expressing Cre-recombinase (Ad-Cre) into the gastrocnemius muscle. Of note, KPH2 mice formed UPS lesions at a significantly elevated rate compared with KP control animals, with 50% of KP and KPH2 strains exhibiting palpable tumours 56 and 47 days, respectively, after Ad-Cre injection (Fig. 1a). PCR analysis confirmed efficient *Epas1* deletion in KPH2 tumours (Supplementary Fig. 1a). Both KP and KPH2 samples displayed a similar heterogeneous, multinucleated appearance consistent with UPS and local muscle invasion was also observed, albeit more extensively in the KPH2 than KP tumours (Supplementary Fig. 1b). In agreement with prior reports^25^, KP and KPH2 tumours exhibit areas of localized hypoxia, as demonstrated by Hypoxyprobe staining (Supplementary Fig. 1c). Interestingly, KPH2 tumours were larger than KP controls, with significantly increased mass at 7 weeks post-Ad-Cre injection (Fig. 1b). KPH2 tumours were also more proliferative than KP, as demonstrated by BrdU uptake (Fig. 1c), while apoptotic rates were unchanged based on cleaved caspase-3 levels (Supplementary Fig. 1d)

Although HIF-1α and HIF-2α have unique transcriptional targets, they also regulate common genes in a coordinate or even opposing manner^16^,^17^,^18^. To rule out the possibility that the effects of HIF-2α deficiency *in vivo* were due to compensatory HIF-1α activity, we deleted *Arnt*, the obligate binding partner of both HIF-1α and HIF-2α. Compared with KP mice*, LSL-Kras*^G12D/+^; *Trp53*^fl/fl^; *Arnt*^fl/fl^ (KPA) animals generated larger lesions, phenocopying KPH2 tumour characteristics. Seven weeks following Ad-Cre injection, KPA tumours had significantly greater mass (Fig. 1d), indicating that the effects of HIF-2α deletion are not due to HIF-1α-mediated compensation. Together, these data indicate that HIF-2α suppresses UPS tumourigenesis, in contrast to HIF-1α which has no effect on primary tumour growth in this model^25^.

### HIF-2α loss promotes DD-LPS and fibrosarcoma growth

To determine whether HIF-2α expression was decreased in other STS subtypes, we first queried publicly available microarrays of human STS using Oncomine. Analysis of a data set originally published by Barretina *et al.*^34^ showed that *EPAS1* mRNA expression was lower in fibrosarcoma, leiomyosarcoma, liposarcoma and UPS (previously named malignant fibrous histiocytoma) patient samples compared with normal adipose tissue (Fig. 2a). Additionally, liposarcoma and UPS tumours demonstrated decreased immunostaining for HIF-2α protein compared with normal artery and skeletal muscle tissue (Supplementary Fig. 2a). In a separate data set^35^, decreased *EPAS1* mRNA expression correlated with worse overall survival in liposarcoma patients (Fig. 2b). Of note, *EPAS1* levels were significantly lower in more aggressive liposarcoma subtypes, such as dedifferentiated and pleomorphic liposarcoma (Fig. 2c and Supplementary Fig. 2b), and in this data set, the bottom 50% *EPAS1* expressing cohort have a higher risk of death (relative risk of 6.67) compared with the top 50% *EPAS1* expressing cohort. Collectively, these analyses indicate *EPAS1* expression is decreased in multiple STS subtypes, and lower *EPAS1* levels correlate with poorer prognosis in a cohort of liposarcoma patients.

To test the functional effects of HIF-2α suppression in different STS subtypes, we inhibited HIF-2α using two independent shRNAs in LPS246 liposarcoma cells, which resulted in increased xenograft volume growth and mass (Fig. 2d,e, Supplementary Fig. 2c). Furthermore, HIF-2α depletion promoted growth of HT-1080 fibrosarcoma tumour xenografts *in vivo* (Fig. 2f,g, Supplementary Fig. 2d). Importantly, HIF-1α ablation did not affect tumour growth (Supplementary Fig. 2d), consistent with previous reports^25^. These results demonstrate that inhibition of HIF-2α *in vivo* accelerates growth of multiple STS, including UPS, fibrosarcoma and liposarcoma.

### Loss of HIF-2α increases mTORC1 signalling in STS

To define mechanism(s) whereby HIF-2α opposes sarcomagenesis using an unbiased approach, we performed RNA-seq analysis of KP (*n*=3) and KPH2 (*n*=4) tumours. 

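RNA from FFPE (formalin-fixed, paraffin-embedded) sections of 8 hind limb UPS tumours, 4 from KP mice (KP 5 to KP 8) and 4 from KPH2 mice (KPH2 1 to KPH2 4), was depleted of ribosomal RNA and sequenced from stranded libraries, 1 library per tumour. Replicate numbers are not shared between the groups, so the tumours were not paired. The paper gives 3 KP and 4 KPH2 tumours in its Results, and 4 wild-type and 3 HIF-2α knockout tumours in its Methods. There, 1 knockout tumour was left out as a technical outlier after principal component analysis of raw counts. KPH2 1 is the tumour missing from the authors' deposited table of normalized values for 7 tumours, so KP 5 to KP 8 and KPH2 2 to KPH2 4 were taken as the paper's samples. Comparisons were repeated with KPH2 1 included. The authors aligned the reads to GRCm38 with STAR and counted unique alignments per RefSeq gene with htseq-count. Their deposited counts summed to 13155510, 6463221, 7073024 and 12672535 in KP 5, 6, 7 and 8 (median 9872779.5) and to 13080056, 12427650, 10075520 and 8517468 in KPH2 1, 2, 3 and 4 (median 11251585 over all 4, and 10075520 over KPH2 2 to KPH2 4). Counts were compared between groups with edgeR's quasi-likelihood test after TMM normalization, which scales the libraries to a common composition, over the 14867 genes that passed edgeR's filter on low counts. The spread between tumours of one group corresponded to a biological coefficient of variation of 0.313 over the 7 tumours and 0.347 over all 8. Any 2 libraries differed by more than sampling noise, the closest pair being KP 6 and KP 8 with a chi-square of 28.3 per degree of freedom. Each was counted as a separate sample.

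Epas1 (Entrez Gene 13819), the gene deleted in KPH2 tumours, lies on chromosome 17 of GRCm38 from 86753864 to 86833410. It was counted at 59.6, 82.2, 85.5 and 85.1 counts per 1e+06 counts of the TMM library size (CPM) in KP 5, 6, 7 and 8, and at 32.0, 54.2, 37.8 and 42.4 CPM in KPH2 1, 2, 3 and 4. Over the paper's samples its mean fell from 78.1 ± 12.4 CPM (SD, n = 4) in KP to 44.8 ± 8.44 CPM (SD, n = 3) in KPH2 tumours. The log2 fold change was −0.81 (standard error 0.19, adjusted p = 0.0742 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes). Adding KPH2 1 gave −0.91 (standard error 0.19, adjusted p = 0.117 from the same test). With each of the 7 tumours left out in turn, the adjusted p ran from 0.0442 to 0.219 from edgeR, under 0.05 in 1 fit. Over 17 alternative settings with edgeR or DESeq2 the adjusted p of Epas1 ran from 0.00575 to 0.781. Each KPH2 tumour, KPH2 1 included, had a lower value than each KP tumour. A 2-sided exact permutation test of the difference in mean log2 CPM gave p = 0.057 for the 7 tumours and p = 0.029 for all 8, where 0.029 is the smallest value either set allows.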

By principle component analysis, KP and KPH2 tumours segregated into distinct populations (Supplementary Fig. 3a). 

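Principal components were computed on the authors' regularized log2 (rlog) values of 21792 genes, centred and not scaled. Over the paper's 7 tumours the first 3 components held 38.8%, 18.4% and 15.1% of the variance. On the first component KP tumours lay between −22.2 and −15.5, and KPH2 2, 3 and 4 lay at 30.0, 25.7 and 21.5. The ratio of between-group to within-group variation (pseudo-F) was 3.11, the largest among the 35 splits of the 7 tumours into groups of 4 and 3 (1-sided exact permutation test, p = 0.029, the smallest the design allows). The 500 genes with the highest variance gave the largest shift, with 52.8% on the first component and a pseudo-F of 5.21. With each gene scaled to unit variance the pseudo-F fell to 1.64 (1-sided exact permutation test, p = 0.029). Over all 8 tumours and the authors' rlog values for 8, the first component held 34.2% of the variance and no longer separated the groups. KPH2 1 lay at −28.5 on it, beside KP tumours at −27.1 to −14.8 and far from the other KPH2 tumours at 33.3 to 43.3. The pseudo-F over all 8 tumours was 2.02 (1-sided exact permutation test, p = 0.057).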

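Enrichment scores were computed as in GSEA, with genes ranked by signal-to-noise ratio between KPH2 and KP tumours on the authors' rlog values, over Reactome gene sets for mouse. The MSigDB canonical pathways that the paper names were not used here. The Reactome set for RNA polymerase I transcription, with 34 of its 36 genes in the ranking and no core histone gene among them, had an enrichment score of 0.436 in KPH2 tumours (1-sided exact permutation test over the 35 splits of the 7 tumours, p = 0.029). Without weighting by the ranking statistic this score was 0.32 and the exact permutation p was 0.057. The mouse set for RNA polymerase I promoter opening held 2 genes, fewer than the 15 that GSEA asks for by default, and scored 0.534 (exact permutation test, p = 0.37). For all 8 tumours the transcription and promoter opening scores were 0.533 and 0.712 (exact permutation tests, p = 0.014 and p = 0.11). Striated muscle contraction had the higher score of 0.868, which did not pass the same test (exact permutation p = 0.14, and 0.802 with p = 0.17 over all 8 tumours).

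Core histone genes, taken by their symbols because the mouse sets lack them, were examined beside the other genes of RNA polymerase I transcription. The 60 core histone genes in the ranking had an enrichment score of 0.790 (exact permutation test, p = 0.086). Added to the transcription and promoter opening sets, a choice made after the scores had been seen, they raised the scores to 0.73 and 0.781 (exact permutation tests, p = 0.057 and p = 0.086). Among all 8 tumours the core histone genes scored 0.756, and the sets with them added 0.702 and 0.755 (exact permutation tests, p = 0.11, p = 0.057 and p = 0.1). In the counts, the median log2 fold change of 51 core histone genes was 0.85, with 47 higher in KPH2 tumours and 2 past an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The camera test of limma, which compares a list with all other genes, gave a 2-sided p of 1.7e-13 with an inter-gene correlation of 0.01 and 0.136 with the correlation estimated from the histone genes themselves. In an exact enumeration of the 35 splits of the 7 tumours, 8 splits gave a camera p as small as the first of these, the real split included. The median of the 33 tested genes of the polymerase I machinery was 0.10, with 25 higher and 8 lower in KPH2 tumours, with a camera p of 0.0888 that 5 of the 35 splits matched in the exact enumeration. Among all 8 tumours the medians were 0.72 for core histone genes and 0.16 for the machinery.

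As mean log2 CPM of the list, the machinery stood at 4.89 ± 0.05 (SD, n = 4) in KP and 5.02 ± 0.06 (SD, n = 3) in KPH2 tumours, with KPH2 1 higher still at 5.23. The 2-sided exact permutation p of this difference was 0.029 with or without KPH2 1, and 0.14 over the 7 tumours or 0.29 over all 8 after Benjamini-Hochberg adjustment over the 10 lists examined. Core histone genes stood at 2.12 ± 0.59 (SD, n = 4) in KP and 2.99 ± 0.15 (SD, n = 3) in KPH2 tumours, with KPH2 1 at 2.43, inside the KP range of 1.51 to 2.62 (2-sided exact permutation test, p = 0.086 in both sets).

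**Figure D1:**
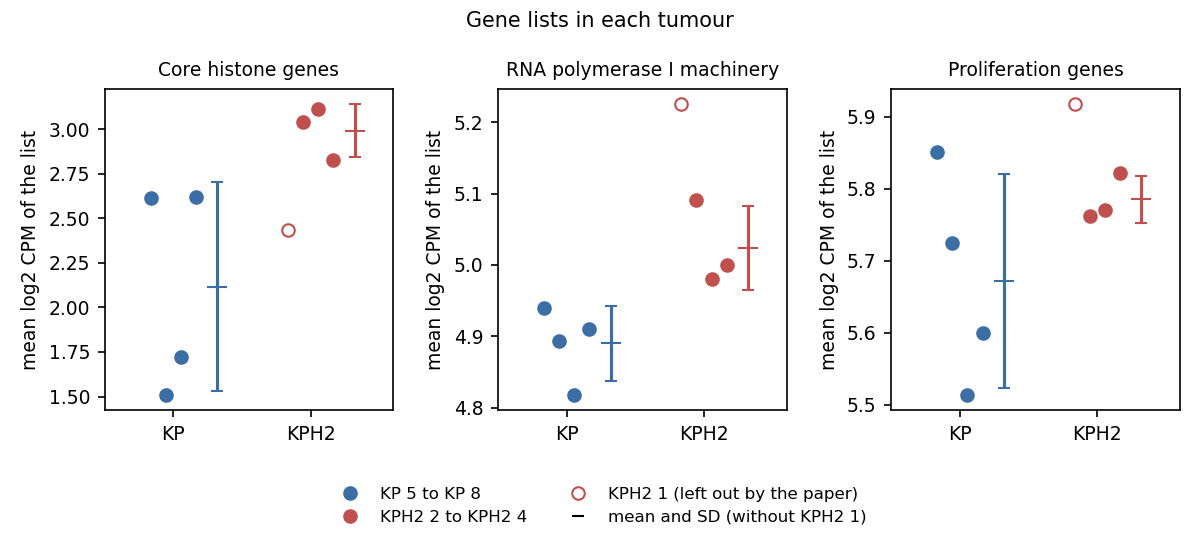
Mean log2 CPM of core histone genes, RNA polymerase I machinery genes and proliferation genes (vertical axes) in each KP and KPH2 tumour, with the mean and SD of KP 5 to KP 8 and of KPH2 2 to KPH2 4 and an open circle for KPH2 1. The machinery lies between 4.82 and 4.94 in KP tumours and between 4.98 and 5.23 in all 4 KPH2 tumours, while KPH2 1 lies inside the KP range for core histone genes.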

Gene set enrichment analysis of differentially expressed genes revealed a strong enrichment for those regulating RNA polymerase I promoter opening and transcription in KPH2 compared with KP samples (Fig. 3a and Supplementary Fig. 3b), suggesting increased ribosome biogenesis in the KPH2 tumours. As c-MYC and mTORC1 signalling promote proliferation and ribosome biogenesis in cancers^29^,^36^, we assessed whether either pathway was more active in KPH2 tumours compared with KP controls. KPH2 tumours displayed increased c-Myc protein levels on average, but only modest changes in the expression of several canonical c-MYC target genes (*Myc*, *Ccnd1*, *Ccdn2*, *Mcm5* and *Cdkn1a*; Supplementary Fig. 3c) were observed (for more discussion on this matter, see below). 

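The RNA-seq counts covered Myc and the canonical c-MYC target genes. Myc (Entrez Gene 17869, chromosome 15 of GRCm38, 61985341 to 61990361) was counted at 67.6 ± 14.6 CPM (SD, n = 4) in KP and 63.7 ± 18.8 CPM (SD, n = 3) in KPH2 tumours, a log2 fold change of −0.10 (standard error 0.24, adjusted p = 0.873 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). KPH2 1 had 252 CPM of Myc, above every other tumour, and with it the log2 fold change over all 8 tumours changed sign to 0.72 (standard error 0.51, adjusted p = 0.543 from the same test). The log2 fold changes of Ccnd1 and Ccnd2 were 0.20 and 0.02 over the 7 tumours and 0.05 and 0.24 over all 8, within the spread between tumours, and each changed sign when certain single tumours were left out. Mcm5 was higher in each KPH2 tumour, KPH2 1 included, than in each KP tumour. Its log2 fold change of 0.34 over the 7 tumours and 0.44 over all 8 did not pass the adjustment over all genes (adjusted p = 0.273 and 0.242 from edgeR). Cdkn1a was counted at 23.5 ± 4.65 CPM (SD, n = 4) in KP and 51.5 ± 13.9 CPM (SD, n = 3) in KPH2 tumours, a log2 fold change of 1.12 (standard error 0.23, adjusted p = 0.0515 from edgeR's quasi-likelihood test). KPH2 1, at 14.5 CPM of Cdkn1a, lay below the KP tumours, and over all 8 tumours the log2 fold change was 0.84 (adjusted p = 0.361, edgeR). The paper's Discussion describes Cdkn1a as decreased in KPH2 tumours, the other direction from these log2 fold changes. The paper examined Cdkn1a by qRT-PCR in Supplementary Fig. 3c, whose legend reports no significant difference. That is another measure than the RNA-seq counts. In the paper's Supplementary Fig. 3d, read by eye, the Cdkn1a log2 fold change was about 1.1.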

Additionally, Ingenuity Pathway Analysis (IPA) did not predict c-MYC activation in KPH2 tumours. In contrast, IPA predicted increased mTOR activity based on differentially expressed mTOR targets between KP and KPH2 tumours (Supplementary Fig. 3d). 

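Of the genes drawn around MTOR in Supplementary Fig. 3d, 23 were tested. A gene whose label could not be read (Itga5 or Itga6) was left out of the list, and one whose symbol was not matched was not analysed here. In KPH2 2 to KPH2 4 against KP tumours, 13 of the 23 were higher and 10 lower. The unadjusted p was under 0.05 for all 23 and the adjusted p over all tested genes for 8 of them in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 23 also passed when adjusted over the list alone, which shows no stability because the list is made of the paper's own calls on these tumours. With KPH2 1 included, Pgr did not pass the filter on low counts, 16 of the other 22 had an unadjusted p under 0.05 and none passed the adjustment. Deptor (Entrez Gene 97998, chromosome 15 of GRCm38, 55112317 to 55259273), which encodes an mTOR-interacting protein, rose from 18.5 ± 5.57 CPM (SD, n = 4) in KP to 92.8 ± 29.2 CPM (SD, n = 3) in KPH2 tumours. Its log2 fold change was 2.31 (standard error 0.29, adjusted p = 0.016 from edgeR), and with KPH2 1, at 31.9 CPM and above every KP tumour, it was 2.06 (standard error 0.40, adjusted p = 0.106 from edgeR). The activity of mTOR was not measured here, so a rise of Deptor RNA does not by itself speak for higher mTOR activity. Itgb4 and Prkar2b (log2 fold changes 2.69 and 1.04, adjusted p = 0.0407 and 0.0351 from edgeR) were higher, and Il1r1 and Itgb3 (−1.1 and −1.37, adjusted p = 0.0232 and 0.0377 from edgeR) were lower in KPH2 tumours. KPH2 1 lay nearer the KP tumours for each of these 4 genes. Prex2 was lower as well (−1.04, adjusted p = 0.0491 from edgeR), and for it KPH2 1, at 23.0 CPM, lay with the KPH2 tumours and below every KP tumour. Mtor itself was unchanged within the spread between tumours (log2 fold change −0.08, standard error 0.20, adjusted p = 0.883 from edgeR). The paper reasons from the changes in those of its called genes that are known to interact with mTOR to a change in the activity of mTOR.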

The canonical mTORC2 target, phosphorylated AKT at serine 473, was not significantly different between KP and KPH2 tumours (Fig. 3b)^37^. However, using a Fischer's exact test, we determined that KPH2 tumours had a statistically significant mTORC1 target gene signature, for targets predicted to be both elevated (*P*=0.014) and suppressed (*P*=0.010) by mTORC1 (ref. 38). Canonical mTORC1 signalling outputs, phosphorylated 4E-BP1 and S6K1 (ref. 39), were also assessed in KP and KPH2 tumours, and elevated 4E-BP1 phosphorylation was observed in KPH2 tumours compared with KP (Fig. 3b). We perceived variable increases in S6K1 phosphorylation in whole KP and -KPH2 UPS lysates, indicating that mTORC1 activity may vary in tumour subdomains. Therefore, we examined phosphorylated-S6 staining in tumour parenchyma by IHC, and noted significantly expanded areas of phosphorylated-S6 in KPH2 (*n*=5) compared with KP (*n*=5) sections (Fig. 3c). Phosphorylated 4E-BP1 levels were elevated in KPH2 tumour-derived cells as compared with KP tumour-derived cells (Supplementary Fig. 3e), with the expected increase in unphosphorylated 4E-BP1 under hypoxic growth conditions (Fig. 3d). Consistent with this finding, proliferation was also increased in KPH2 cells (Supplementary Fig. 3f). Similar increases in phosphorylated 4E-BP1, S6K1 and S6 were apparent in HIF-2α knockdown LPS246 xenografts (Fig. 3e,f). Although some heterogeneity exists in tumours expressing or lacking HIF-2α, taken together, these data indicate that mTORC1 activity is increased in HIF-2α deficient sarcomas.

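Differential expression was tested for 14867 genes over the paper's 7 tumours. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 292 genes had an adjusted p under 0.05, of which 185 were higher and 107 lower in KPH2 tumours, and 2640 genes had an unadjusted p under 0.05. DESeq2, the tool the paper names, called 1160 genes on the same counts with a normal prior on fold changes, the most among the alternatives. Counts were also simulated with edgeR's estimates of dispersion and 200 genes changed by a log2 fold change of 2. On these, edgeR recovered 79.5% of the changed genes with 11 unchanged genes called. DESeq2, run there without a prior, recovered 88% with 39. With KPH2 1 included, 1 gene of 14805 tested by edgeR had an adjusted p under 0.05, and 2172 had an unadjusted p under 0.05. With each of the 7 tumours left out in turn, 55 to 349 genes passed. Groups did not overlap for 2504 genes (16.8% of those tested, where 5.71% is given by chance), and for 1221 genes (8.21%, with 2.86% by chance) when KPH2 1 was counted with the KPH2 tumours.

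The 5 genes with the smallest p among those higher in KPH2 tumours and without overlap between the groups were Lama5, Eya1, Dmp1, Zim1 and Reln. Reln (Entrez Gene 19699, chromosome 5 of GRCm38, 21884454 to 22344705), which encodes the extracellular matrix protein reelin, was counted at 16.4 ± 9.27 CPM (SD, n = 4) in KP and 476 ± 13.8 CPM (SD, n = 3) in KPH2 tumours, a log2 fold change of 4.85 (standard error 0.41, adjusted p = 0.00515 from edgeR). KPH2 1 had 5.09 CPM of Reln, fewer than any KP tumour. The 5 genes with the smallest p among those lower in KPH2 tumours were Lrrc32, Emx2os, Osr2, Iqgap2 and Nova1. Iqgap2 was counted at 263.5 ± 10.8 CPM (SD, n = 4) in KP and 94.6 ± 19.9 CPM (SD, n = 3) in KPH2 tumours (log2 fold change −1.49, standard error 0.17, adjusted p = 0.0143 from edgeR), and KPH2 1 at 52.4 CPM was also below every KP tumour. The log2 fold changes of Emx2os and Osr2 were −3.93 and −3.10 (adjusted p = 0.00922 and 0.00971 from edgeR), and KPH2 1 lay nearer the KP tumours for both.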

To elucidate the mechanisms whereby HIF-2α alters mTORC1 activity in UPS, we examined the top differentially expressed genes base on RNA-seq data. 

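Lama5 (Entrez Gene 16776, chromosome 2 of GRCm38, 180176373 to 180225904), which encodes the laminin α5 chain, was counted at 40.2 ± 5.69 CPM (SD, n = 4) in KP and 444.9 ± 82.7 CPM (SD, n = 3) in KPH2 tumours. Its log2 fold change was 3.46 (standard error 0.19, adjusted p = 7.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the smallest adjusted p of all tested genes. Col18a1 (Entrez Gene 12822, chromosome 10 of GRCm38, 77052178 to 77166530), which encodes a collagen chain, was counted at 199.8 ± 49.1 CPM (SD, n = 4) in KP and 1472 ± 516 CPM (SD, n = 3) in KPH2 tumours, a log2 fold change of 2.86 (standard error 0.29, adjusted p = 0.00905 from edgeR). Dmp1 (Entrez Gene 13406, chromosome 5 of GRCm38, 104197575 to 104214102), which encodes a dentin matrix protein, was counted at 0.942 ± 0.447 CPM (SD, n = 4) in KP and 21.8 ± 5.71 CPM (SD, n = 3) in KPH2 tumours, a log2 fold change of 4.57 (standard error 0.39, adjusted p = 0.00514 from edgeR). KPH2 1 had 25.1 CPM of Lama5 and 121 CPM of Col18a1, below every KP tumour, and 10.8 CPM of Dmp1, above every KP tumour. Over all 8 tumours Dmp1 alone among these genes passed the adjustment (log2 fold change 4.38, adjusted p = 0.0388 from edgeR), whereas Lama5 and Col18a1 had log2 fold changes of 3.07 and 2.49 with adjusted p = 0.149 and 0.174. In exact permutation tests each gene had a 2-sided p of 0.029 over the 7 tumours, and over all 8 the values were 0.14 for Lama5 and Col18a1 and 0.029 for Dmp1.

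A list of 30 skeletal muscle marker genes, fixed before the counts were examined, was higher in KPH2 tumours. All 30 genes had a positive log2 fold change, with a median of 2.18 over the 7 tumours and 1.83 over all 8. Of these, 3 (Eno3, Myoz2 and Neb) passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 7 tumours. As mean log2 CPM the list stood at 4.14 ± 0.65 (SD, n = 4) in KP and 6.32 ± 1.23 (SD, n = 3) in KPH2 tumours. KPH2 3 and KPH2 2 were highest at 7.34 and 6.67, KPH2 4 at 4.95 lay close to KP 8 at 4.74, and KPH2 1 at 3.53 lay below every KP tumour. The 2-sided exact permutation p of the difference was 0.029 over the 7 tumours and 0.17 over all 8.

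**Figure D2:**
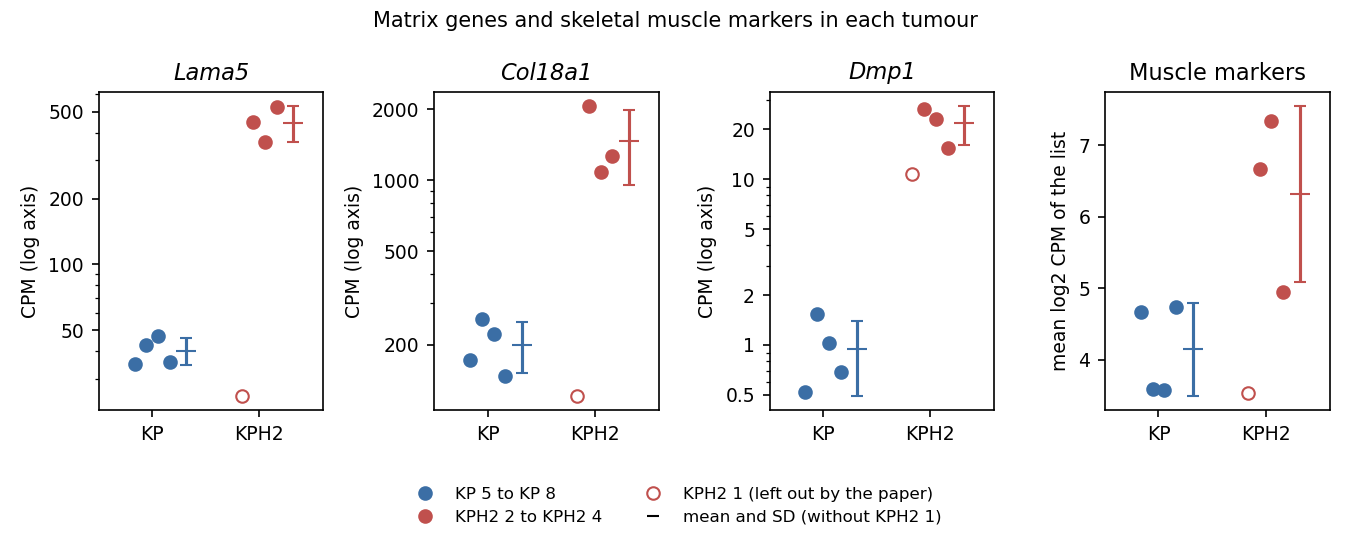
CPM of Lama5, Col18a1 and Dmp1 on log axes and mean log2 CPM of the skeletal muscle markers in each tumour, with the mean and SD of KP 5 to KP 8 and of KPH2 2 to KPH2 4 and an open circle for KPH2 1. KPH2 2 to KPH2 4 lie above every KP tumour in each panel, and KPH2 1 does so for Dmp1 only.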

Several targets identified were related to skeletal muscle and extracellular matrix (for example, *Lama5*, *Col18a1* and *Dmp1*), consistent with KPH2 showing more local invasion into the adjacent skeletal musculature (Supplementary Figs 1b and 4a). However, *Ano1* (encoding *TMEM16A*, *Anoctamin-1* and *DOG1*) transcripts were significantly increased in KPH2 tumours relative to controls (Fig. 3g). 

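In the RNA-seq counts of these tumours, Ano1 (Entrez Gene 101772, chromosome 7 of GRCm38, 144588549 to 144752026) was counted at 11.0, 11.2, 13.0 and 21.5 CPM in KP 5, 6, 7 and 8 and at 130.2, 85.1 and 95.8 CPM in KPH2 2, 3 and 4. The means were 14.2 ± 4.96 CPM (SD, n = 4) in KP and 104 ± 23.5 CPM (SD, n = 3) in KPH2 tumours. The log2 fold change was 2.85 (standard error 0.27, adjusted p = 0.00779 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 14867 genes). It stayed between 2.67 and 3.12 with each of the 7 tumours left out in turn, with adjusted p between 0.00562 and 0.0298 from edgeR. KPH2 1, the tumour the paper left out as a technical outlier, had 12.8 CPM of Ano1, inside the KP range. Over all 8 tumours the log2 fold change was 2.50 (standard error 0.59, adjusted p = 0.15 from edgeR), with 81.0 ± 49.4 CPM (SD, n = 4) in KPH2 tumours. The 2-sided exact permutation p was 0.029 over the 7 tumours and 0.086 over all 8. With the skeletal muscle marker score as a covariate, the log2 fold change over the 7 tumours was 2.64 (adjusted p = 0.186 from edgeR). In KPH2 4, whose muscle marker score was close to that of KP 8, Ano1 was higher than in the highest KP tumour by 2.15 on the log2 scale.

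**Figure D3:**
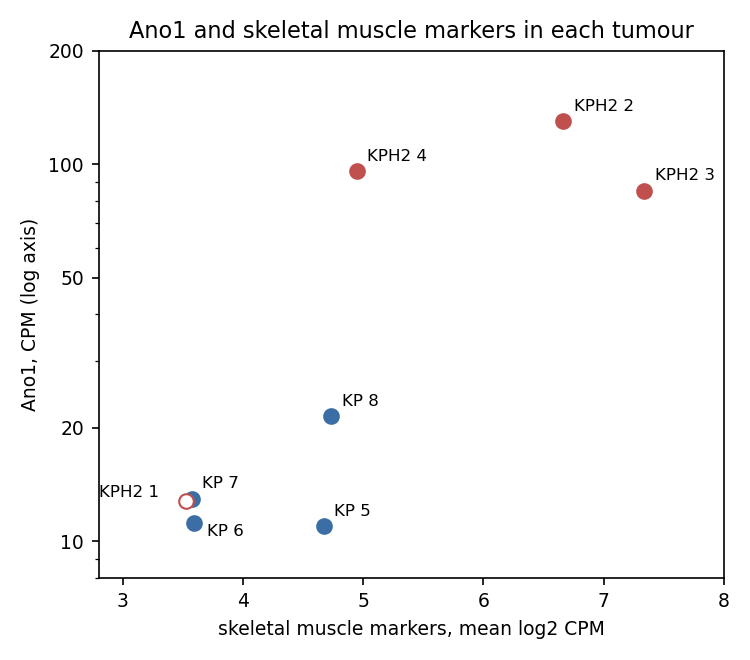
Ano1 in CPM on a log axis against the mean log2 CPM of 30 skeletal muscle markers, 1 point per tumour, in blue for KP, red for KPH2 2 to KPH2 4 and open for KPH2 1. KPH2 2, 3 and 4 lie above the KP tumours at muscle scores of 6.67, 7.34 and 4.95, and KPH2 1 lies among the KP tumours.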

ANO1, a calcium-activated chloride channel^28^, is overexpressed in a variety of cancers, including gastrointestinal stromal tumours, breast cancer, and head and neck cancers^40^,^41^,^42^. KPH2 tumours also exhibited elevated ANO1 protein levels compared with KP tumours (Fig. 3h), although the available antibody exhibited relatively weak immunoreactivity with both KP and KPH2 tumour lysates.

ANO1 has previously been reported to promote both EGFR and CaMKIIα signalling in breast cancer cell lines^42^. While we failed to observe a consistent pattern of increased EGFR phosphorylation in KPH2 tumours (Fig. 3h), these tumours expressed higher levels of phosphorylated CaMKIIα. These data are consistent with IPA analyses, which predicted increased calcium signalling in KPH2 tumours (Supplementary Fig. 4b). 

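The pathway tool's calcium signalling gene set was not used here. The 43 tested genes of a list of calcium handling genes expressed outside muscle, fixed before the counts were examined, had a median log2 fold change of −0.09 in KPH2 2 to KPH2 4 against KP tumours, with 20 genes higher and 23 lower. Of these genes, Atp2b4 and Plcb3 were higher with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The list did not differ from all other genes (2-sided camera p = 0.821, as small in 24 of 35 splits by exact enumeration), and with KPH2 1 the median was −0.08. Its mean log2 CPM was 6.18 ± 0.07 (SD, n = 4) in KP and 6.18 ± 0.04 (SD, n = 3) in KPH2 tumours, with KPH2 1 at 6.05 (2-sided exact permutation test, p = 0.91 over the 7 tumours and 0.46 over all 8). Skeletal muscle markers, among them genes of calcium release and contraction, gave a camera p of 1.04e-27 over the 7 tumours, which 5 of the 35 splits matched by exact enumeration, and 0.0547 when the correlation between the genes was estimated from the data.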

Since intracellular calcium and CaMKIIα have been shown to enhance mTORC1 signalling^43^,^44^, we hypothesized that increased mTORC1 activity in KPH2 tumours was mediated through ANO1 and CAMKII signalling. To test this, we serum starved KP and KPH2 tumour-derived cells for 24 h, and then treated with replete media plus dimethyl sulphoxide (DMSO) or CaCCinh-A01, a small molecule inhibitor of ANO1 activity^42^. KPH2 cells maintained slightly higher levels of ANO1 compared with KP *in vitro* (Supplementary Fig. 4c), although this phenotype is more striking in tumours as they were cultured under normoxic conditions. As expected, CaCCinh-A01 treatment reduced phosphorylated CaMKIIα levels more effectively in KPH2 compared with KP cells (Fig. 3i). Moreover, CaCCinh-A01 diminished mTORC1 activation (Fig. 3i), consistent with our findings that ANO1 is more highly expressed in KPH2 cells. In addition, CaCCinh-A01 treatment decreased cell proliferation more potently in KPH2 than KP cells after 3 days of treatment (Fig. 3j). To determine if ANO1 inhibition diminished HIF-2α deficient sarcoma growth *in vivo*, *Ano1* targeted shRNAs were introduced into KP and KPH2-derived UPS cells (Supplementary Fig. 4d,e) to generate allografts. Similar to our *in vitro* data, inhibition of ANO1 reduced tumour growth in KPH2 but not KP allografts (Fig. 3k,l). Collectively, these data suggest that loss of HIF-2α increases ANO1 accumulation, activating CaMKII and mTORC1 signalling in UPS tumours, enhancing their growth (see below for further discussion).

### HDAC inhibition increases *EPAS1* expression in UPS

Having determined that HIF-2α exhibits a tumour suppressive role in UPS and other STS, we examined possible mechanisms whereby HIF-2α is silenced in these lesions. Initially, we analysed *Epas1* expression over time in the KP tumour model. One cohort of animals was euthanized 7 weeks post-Ad-Cre injection (‘KP early', *n*=7), and another at 8.5 weeks post-Ad-Cre injection (‘KP late', *n*=9). *Epas1* mRNA levels in the KP late cohort were significantly diminished compared with KP early, with *Epas1* mRNA of mouse skeletal muscle shown as a comparison (Fig. 4a). Therefore, we concluded that *Epas1* expression is lost progressively over the course of sarcomagenesis. Analysis of TCGA sarcoma patient samples revealed that 25% of all human sarcomas have lost at least one copy of *EPAS1*, while 67% remain diploid (Supplementary Fig. 5a). As *EPAS1* mRNA levels are consistently diminished in several STS subtypes (Fig. 2a), we hypothesized that *EPAS1* is epigenetically silenced in a significant fraction. Using a publically available data set of human sarcoma cell lines treated with various cancer therapeutics, we identified a significant correlation between *EPAS1* mRNA abundance and sensitivity to the HDACi Vorinostat, also known as SAHA (Fig. 4b, Supplementary Fig. 5b)^45^. In contrast, no such correlation existed between *HIF1A* expression and SAHA sensitivity in the same cell lines (Fig. 4c). We also analysed DNA methylation along the *EPAS1* locus in the TCGA sarcoma data set, and found no consistent methylation changes in the samples (Supplementary Table 1). Together, these results suggest that HDACs specifically suppress *EPAS1* in sarcoma, and that re-expressing *EPAS1* could be a mechanism underlying HDACi's inhibition of sarcoma growth.

To test whether HDACi could activate *EPAS1* expression in sarcoma, two independent mouse UPS cell lines, derived from KP tumours (KP230 and KP250), were treated with multiple SAHA concentrations (500 nM–2 μM) *in vitro*. SAHA exposure increased *Epas1* mRNA levels (Fig. 4d), an effect also observed in HT-1080 cells (Supplementary Fig. 5c). Importantly, at the highest dose tested (2 μM), SAHA treatment had no effect on *HIF1A* mRNA in UPS or HT-1080 cell lines (Fig. 4e and Supplementary Fig. 5c). Consistent with these findings, 2 μM SAHA also increased HIF-2α protein levels in both KP230 and KP250 cells, while HIF-1α protein was unchanged (Fig. 4f). SAHA treatment also resulted in elevated mRNA levels of *Serpine1, a* HIF-2α target^46^, at all concentrations tested (Fig. 4g). We also investigated whether altering DNA methylation would impact *EPAS1* expression, given that DNA methylation regulates *EPAS1* in renal cell carcinoma^47^. However, treatment with 5-azacytidine, a DNA methyltransferase inhibitor^48^, and 3-Deazaneplanocin A (Cayman Chemicals, Ann Arbor, MI, USA), a EZH2 histone methyltransferase inhibitor, failed to significantly increase *Epas1* mRNA levels in UPS cell lines (Supplementary Fig. 5d). To rule out off-target effects of SAHA on *EPAS1*, we treated KP230, KP250 and HT-1080 cells with an independent class I/II HDACi, Trichostatin A (Supplementary Fig. 5e). Trichostatin A increased *Epas1* and *Serpine1* mRNA levels, but had no effect on *Hif1a* mRNA expression. However, treatment with nicotinamide, a class III HDACs/sirtuins inhibitor^49^, did not change *Epas1* or *Hif1a* mRNA levels in the same cell lines (Supplementary Fig. 5f). Finally, chromatin immunoprecipitation (ChIP) was performed to verify that SAHA exposure increased the abundance of acetylated histones at the *Epas1* locus. Using available ChIP-seq data from the UCSC genome browser of mouse liver and heart tissue, primers targeting the region 500 bp upstream of the *Epas1* transcription start site (TSS) were designed. ChIP-seq/RNA-seq analyses of *EPAS1* expressing tissues indicated this region is rich in histone acetylation. Treatment with 2 μM SAHA increased levels of acetylated histone H3 near the *Epas1* TSS compared with DMSO control under normoxic (21% O_2_) and hypoxic (0.5% O_2_) conditions (Fig. 4h). Conversely, no increases in acetylated histone H3 at 500 bp upstream of the *Hif1a* TSS were detected. In aggregate, these results indicate that HIF-2α expression is lost during UPS disease progression, and epigenetic therapeutics like SAHA specifically elevate HIF-2α, but not HIF-1α, levels.

### SAHA slows UPS growth in a HIF-2α dependent manner

Findings described above suggest that SAHA treatment may suppress sarcoma cell proliferation and tumour growth. We first tested this hypothesis by investigating SAHA's ability to inhibit UPS, HT-1080 and LPS246 sarcoma cell proliferation *in vitro*. Of note, SAHA treatment significantly decreased cell growth under both normoxia and hypoxia (1% O_2_; Fig. 5a, Supplementary Fig. 6a,b).

Next, we evaluated SAHA's therapeutic efficacy against UPS allografts *in vivo,* and found that SAHA administration (50 mg kg^−1^ per day) significantly reduced tumour growth (Fig. 5b), and final tumour weights (Fig. 5c). Importantly, no obvious adverse effects of treatment were observed, and the mice maintained weight similar to DMSO-treated controls (Fig. 5d). Surprisingly, *Epas1* mRNA levels were only slightly elevated in the SAHA-treated tumours compared with controls, although there was no change in *Hif1a* levels, as expected (Supplementary Fig. 6c). We suspected that KP tumour cells developed resistance to SAHA, and its effect on *Epas1* re-expression, over the extended course of the experiment (8 days). Consistent with this hypothesis, tumours from UPS-bearing mice treated with SAHA for only 4 days displayed significantly increased *Epas1* mRNA levels (Supplementary Fig. 6d). As SAHA can affect multiple cellular targets and processes^50^, we assessed the specific role of HIF-2α in SAHA-mediated anti-tumour effects. Two independent shRNAs, one producing a partial inhibition (H2α shRNA 1), and a second more effective shRNA (H2α shRNA 2), were used to deplete HIF-2α in KP250 cells (Fig. 5e, Supplementary Fig. 6e). Both HIF-2α shRNAs inhibited SAHA-induced *Epas1* and *Serpine1* mRNA re-expression in UPS cells. Mice bearing *in vivo* UPS allografts expressing control or HIF-2α shRNAs were then treated with DMSO or SAHA (50 mg kg^−1^ per day) once tumours had reached 100 mm^3^ (10 days post-implantation). SAHA significantly slowed the growth of control tumours, while HIF-2α inhibition abrogated this effect in a dose-dependent manner (Fig. 5e). Conversely, overexpression of HIF-2α in HT-1080 fibrosarcoma cells inhibited cell proliferation *in vitro* under hypoxic conditions (Supplementary Fig. 6f,g). When treated with SAHA, we observed a further increase in HIF-2α protein in empty vector and HIF-2α overexpressing cells, and a further decrease in cell proliferation likely due to increased expression of the endogenous HIF-2α mRNA (Supplementary Fig. 6g,h).

The standard chemotherapeutic approach for unresectable STS is doxorubicin^5^. To demonstrate that SAHA treatment could be safely and effectively incorporated into the clinical setting, we investigated the efficacy of combining doxorubicin and SAHA. Although combination therapy reduced UPS allograft growth *in vivo* compared with DMSO or doxorubicin alone (Fig. 5f), this inhibition was similar to SAHA treatment alone (Fig. 5e). Moreover, HIF-2α inhibition in these allografts fully abrogated this effect. (Fig. 5g,h). Collectively, these data strongly suggest that SAHA limits UPS proliferation *in vitro* and *in vivo*, in a HIF-2α-dependent manner.

We next evaluated the efficacy of SAHA in an autochthonous STS tumour model, using KP mice. After initiating tumours with Ad-Cre injection, we performed bi-weekly CT scans of the animals' lower limbs. When tumours reached 50–100 mm^3^, animals were treated with DMSO or SAHA (50 mg kg^−1^) daily (Fig. 6a). SAHA decreased relative tumour growth over time, compared with controls (Fig. 6b), resulting in significantly reduced relative tumour size by day 10. (Fig. 6c). Total animal weight did not change due to SAHA treatment (Fig. 6d). Importantly, HIF-2α protein levels increased in SAHA-treated tumours compared with controls (Fig. 6e). SAHA also decreased KP tumour cell proliferation, as indicated by reduced Ki67 staining (Supplementary Fig. 7a) with no concomitant change in apoptosis (Supplementary Fig. 7b). Importantly, SAHA's effects on tumour growth (Fig. 6f,g) and proliferation (Supplementary Fig. 7c,d) were completely abrogated in KPH2 tumours, underscoring the importance of HIF-2α in SAHA-mediated anti-tumour effects.

## Discussion

Current chemotherapeutic approaches for the treatment of unresectable and metastatic STS have low-response rates^5^,^6^. One major obstacle to developing better treatment regimens has been the myriad of unique subtypes with distinct genetic alterations^3^,^4^, coupled with the relatively low incidence of these malignancies. Until recently, clinical trials often combine patients with diverse STS histologic subtypes, which are induced by heterogeneous genetic alterations potentially from multiple cells of origin, into a single study. Our growing understanding of context specificity in tumours, particularly in sarcomas, has shown that this approach has many drawbacks. Newer targeted therapies are increasingly being investigated, not only in a sub-type specific manner, but also based on the molecular underpinnings of the tumours^51^. It will be very beneficial to identify therapeutic biomarkers that span multiple subtypes and determine treatment strategies based on gene expression changes that are linked to drug sensitivity. Identification of biomarkers that predict drug response should allow clinicians to better select patient populations most likely to respond to treatment^4^. Although these biomarkers are scarce in STS, we report here that HIF-2α expression levels may be particularly effective for this purpose.

Clinical data have identified intratumoural hypoxia and HIF-1α as one of the most important prognostic factors in metastatic potential of STS^52^,^53^. Consistent with this finding, we have shown previously that HIF-1α enhances tumour metastasis through modifications of the collagen network in UPS and fibrosarcoma^25^. Conversely, we demonstrate here that HIF-2α expression opposes UPS, fibrosarcoma and liposarcoma growth *in vivo*, decreasing tumour cell proliferation and inhibiting mTORC1 activity. Although tumours exhibit significant heterogeneity in our *in vivo* models, both within a given sample and between samples, we saw significant enrichment of mTORC1 activation. Importantly, further work is necessary to determine if this mechanism is shared with other STS subtypes not examined here. It is noteworthy that low HIF-2α expression is correlated with lower overall survival rate in a cohort of liposarcoma patients^35^. Additionally, loss of HIF-2α did not alter metastatic potential in UPS *in vitro* or *in vivo*. Although mTORC2 signalling has been shown to promote HIF-2α accumulation in cancers like renal cell carcinoma^54^, our results suggest that HIF-2α inhibits mTORC1 signalling in at least the high-grade STS subtypes examined. This context dependency of HIFs and mTOR signalling in cancer warrants further study. For UPS tumours, loss of HIF-2α increases ANO1, promoting CaMKII and mTORC1 activity (Fig. 6h). Interestingly, a previous study demonstrated that HIF-1α inhibition increased *ANO1* mRNA expression in renal cysts^55^, yet we are the first to connect HIF-2α loss with increased ANO1 in UPS. However, HIF-2α may also inhibit sarcoma growth in an ANO1 and mTORC1-independent fashion (Fig. 6h). Given the multitude of targets and biological processes HIF-2α controls, the mechanism whereby HIF-2α inhibition increases ANO1 levels remains to be elucidated. Importantly, ChIP-seq data assembled in the UCSC genome browser show Myc/Max binding near the promoter region of *ANO1* in breast and leukaemia cells. Thus, one possible explanation for our findings is that Myc, whose level is elevated in KPH2 tumours (Supplementary Fig. 3c), binds to the *Ano1* promoter and increases *Ano1* expression. Myc stimulation (or repression) of individual target genes can be modest^56^, and additional factors are required to regulate many Myc driven targets^36^. While the canonical Myc target genes we examined were slightly elevated in KPH2 tumours (or decreased in the case of *Cdkn1a*), *Ano1* expression was significantly increased, suggesting other input(s) are likely influencing its transcription. Clarifying the specific mechanism of HIF-2α mediated ANO1 regulation will be an important topic of future studies.

Observations that HIF-1α and HIF-2α can play different and often opposing roles in various malignancies is important as HIF inhibitors are systematically being developed as cancer therapies^16^. For example, HIF-2α in clear-cell renal cell carcinoma promotes tumourigenesis^17^,^57^, whereas it suppresses tumourigenesis in hepatocellular carcinoma and non-small cell lung adenocarcinoma^20^,^21^. Although HIF-α subunit specific inhibitors are currently under investigation^22^, pan-HIFα inhibitors are also being assessed^23^,^24^. Our results with ARNT knockout KP mice caution against the use of pan-HIFα inhibitors for the treatment of STS and potentially for other tumours as well.

Given that HIF-2α expression opposes STS tumourigenesis, we sought a class of compounds that could induce re-expression of HIF-2α in sarcoma cells, and found that the FDA-approved HDACi SAHA (Vorinostat) reactivates *EPAS1* expression in STS cells, inhibiting sarcoma progression (Fig. 6h). HDACi have been assessed *in vitro* and *in vivo* pre-clinically for the treatment of a variety of malignancies, including specific sarcoma subtypes such as malignant peripheral nerve sheath tumours^58^ and synovial sarcoma, with some early success^59^,^60^,^61^. Clinical trials testing chemotherapy with HDACi in STS are still ongoing, as well as newer generations of HDACi, such as abexinostat, with potentially improved anti-tumour effects and pharmokinetics^62^. To our knowledge this study is the first to show HDACi treatment reduces growth of autochthonous UPS tumours *in vivo*, and demonstrate that HIF-2α re-expression is required for SAHA's anti-proliferative effects in the context of UPS.

Importantly, combination of standard doxorubicin, a first-line chemotherapeutic against STS, with vorniostat (or newer generation HDACi such as abexinostat) could be a suitable treatment strategy that has exciting clinical potential. These results suggest that HDACi therapies will be most effective against sarcomas that have epigenetically suppressed HIF-2α expression, and not genomic deletion of the locus. HIF-2α may therefore serve as an important biomarker for clinicians designing future clinical trials with HDAC inhibitors in sarcoma patients.

## Methods

### Cell culture

HT-1080 (fibrosarcoma) and HEK-293T cell lines were purchased from ATCC (Manassas, VA, USA). KP210, KP230 and KP250 cell lines were derived from UPS mouse tumours^25^. These high-grade neoplasms showed myofibroblastic differentiation and atypical nuclei^27^, and by expression profiling matched human MFH/UPS (ref. 26). LPS246 was established from a primary dedifferentiated liposarcoma sample (confirmed with MDM2 FISH analysis), and was provided by Dr Dina Lev (Core Facilities, MD Anderson Cancer Center, Houston, TX)^63^. All cell lines were confirmed to be negative for mycoplasma contamination.

### Drug treatment *in vitro* and lentiviral transduction

For *in vitro* drug studies, SAHA and Trichostatin A (Sigma-Aldrich) were dissolved in DMSO, and diluted in media to final concentrations of 500 nM–2 μM and 250–15.6 nM, respectively. Nicotinamide (Sigma-Aldrich) was dissolved in ddH_2_O and diluted in media to 5 mM concentration. 5-azacytidine (Sigma-Aldrich) and 3-Deazaneplanocin A (Cayman Chemicals) were dissolved in DMSO and diluted in media to final concentration of 5 μM. CaCCInh-A01 (Sigma-Aldrich) was dissolved in DMSO and diluted in media to a final concentration of 10 μM. Every 48 h, media with fresh drug was changed during each experiment.

For short hairpin RNA (shRNA)-mediated knockdown, the PLKO.1 background vector was used (GE Life Sciences, Mickleton, NJ, USA). shRNA plasmids were packaged using a third-generation lentiviral system (pMDL, VSV-G and pRSV-REV), and expressed in HEK-293T cells. Human EPAS1 TRCN: 0000003805, 0000003807; Mouse EPAS1 TRCN: 0000082306, 0000082307. Mouse ANO1 TRCN: 0000173335, 0000193423. Scrambled shRNA was obtained from Addgene (Cambridge, MA, USA). Viral supernatant was collected 24 and 48 h post-transfection, and concentrated using 10-kDA Amicon Ultra-15 centrifugal filter units (Millipore, Billerica, MA, USA). For re-expression studies, human HIF-2α (ref. 18) open reading frame was sub-cloned into the pCDH-CMV-MCS-EF1-PURO mammalian expression vector.

### *In vivo* drug treatment

For *in vivo* drug studies, SAHA or DMSO was diluted daily in sterile 45% PEG/55% H_2_O (ref. 64), to the final concentration of 5 mg ml^−1^, and injected into the peritoneal cavity (50 mg kg^−1^ per day) once tumours reached 50–100 mm^3^. Mice were randomized to receive either treatment, and injected for up to 10 days before being killed 24 h after the last treatment.

### Mouse models

KPH2 mice were generated by crossing KP mice (*LSL-Kras*^G12D*/*+^*Trp53*^*f*l/fl^)^27^ and *Epas1*^fl/fl^ mice^33^, and KPA mice were generated by crossing KP mice and *Arnt*^*fl/fl*^ mice^65^. KP, KPH2 and KPA mice are on a mixed 129/C57BL/6 background. Tumours were generated in 8 weeks or older mix of male and female KP, KPH2 and KPA mice by injecting adenovirus expressing Cre-recombinase (Ad-Cre) into the right hind limb musculature as previously described^27^. KP, KPH2 and KPA mice were killed either 7 weeks after Ad-Cre injection, or when tumours reached the maximal permissible size. Mice were injected with BrdU (Sigma-Aldrich) 30 min before killing. For HT-1080 xenografts and KP250, KP and KPH2 allografts, 1 × 10^6^ cells were injected into both flanks of male Balb/c nu/nu mice (Charles River Laboratories, Burlington, MA, USA). To generate LPS246 xenografts, 2 × 10^6^ cells were injected into the flanks of scid/hairless (SHO) mice (Charles River Laboratories). Mice were injected with control tumours (scrambled shRNA) in one flank and experimental tumours (HIF-2α shRNA) in the other for LPS246 xenografts. Tumour size was measured every other day (except for SAHA studies, where tumours were measured daily), and animals were euthanized after 18–50 days post-tumour injection. Researchers were not blinded to the experimental groups during *in vivo* treatments. Animal well-being and comfort were monitored by certified veterinary staff. All mouse experiments were performed according to National Institutes of Health guidelines and approved by the University of Pennsylvania Institutional Animal Care and Use Committee. At the time the studies performed on KP, KPH2 and KPA animals were concluded, the University of Pennsylvania's Animal Care and Use Committee's guidelines on tumour load assays specified that implanted or autocthonous tumours in aggregate should not exceed 10% of the animal's body weight. All mice weighed >25 g each, and tumour weights for both the KPH2 and KPA cohorts were recorded as 0.2–2.2 g (that is, <10% body mass). To accurately measure tumour mass, the weights of contralateral control legs for each mouse were compared with legs-bearing tumours (Fig. 1b,d). Sample size for each experiment was estimated using the formula *n=*((z*α*_/2_ σ)/E)^2^, with *α*=0.05, and σ and E based off of initial HT-1080 xenograft experiments with scrambled and HIF-2α shRNA. No inclusion/exclusion criteria parameters were used in our studies. All tumours and animals used in experiments were included in data analysis.

### Tumour cell isolation

KP and KPH2 tumour cells were isolated from primary KP and KPH2 UPS tumours, respectively. Briefly, UPS were harvested from mice, and transferred to a cell-culture hood and cut into tiny pieces on a petri dish. Tumours were digested using collagenase (StemCell #07902, Vancouver, Canada) for 1 h at 37 °C. DMEM/F-12 (Sigma-Aldrich) with 2% foetal bovine serum was then added, and the digested mixture was filtered through a 40-μ filter. Red blood cells were lysed with ACK lysis buffer (Lonza, Allendale, NJ) according to the manufacturer's protocol. Cells were pelleted down, and washed with DMEM/F-12. Cells were cultured in DMEM (Cellgro, Manassas, VA) supplemented with 10% foetal bovine serum and incubated at 37 °C with 5% CO_2_ in a humidified cell-culture incubator. Cells were cultured at least four passages before being used for experiments, and *Epas1* recombination status was detected through PCR.

### Immunoblots

Protein lysates were prepared in RIPA lysis buffer, and separated on 10% SDS–polyacrylamide gel electrophoresis gels by electrophoresis. Subsequently, the lysates were transferred to nitrocellulose membranes and probed with the following antibodies and concentrations: HIF-2α 1:1,000 (Novus #NB100-122), HIF-1α 1:1,000 (Cayman Chemicals #1006421), caspase-3 1:1,000 (Cell Signaling #9662 Danvers, MA, USA), GAPDH 1:2,000 (Cell Signaling #2118), β-tubulin 1:1,500 (Cell Signaling #2146), phospho-4E-BP1 1:1,000 (S65, Cell Signaling #9451), 4E-BP1 1:1,000 (Cell Signaling #9452), phospho-S6K1 1:1,000 (T389, Cell Signaling #9205), c-Myc 1:5,000 (Abcam #32072), S6K1 1:1,000 (Cell Signaling #2708), phospho-AKT 1:1,000 (S473, Cell Signaling #9271), AKT 1:1,000 (Cell Signaling #9272), phospho-EGFR 1:1,000 (Y1068, Cell Signaling #3777), EGFR 1:1,000 (Cell Signaling #4267) ANO1 1:500 (Abcam ab64085), phospho-CAMKIIα 1:1,000 (T286, Cell Signaling #12716) and CAMKII 1:1,000 (Cell Signaling #11945). Uncropped immunoblot images are included in Supplementary Fig. 8.

### CT imaging

Computer tomography (CT) images were generated using an Imtek MicroCAT II microCT scanner. The settings for the scan were 80 kVp, 500 uA with a 375 ms exposure time per projection. 360 projections were taken for the scan lasting ∼6 min. Reconstruction was performed with the software provided with the scanner: MicroCAT: Image Reconstruction, Visualization, & Analysis. It used a Feldkamp Reconstruction with a Shepp-Logan Filter. Voxel size is 103 × 103 × 103 μm^3^. Tumour volume was measured from scans using Amide software, and measurements were confirmed by a board-certified radiologist who was blinded to the treatment used for each mouse.

### Immunohistochemistry and immunofluorescence

Immunohistochemistry and immunofluorescence were performed on 5-μm paraffin embedded tissue sections. For immunohistochemistry, enzymatic Avidin-Biotin Complex-diaminobenzidine staining (Vector Labs) was used with haematoxylin used for counterstaining nuclei according to standard protocols. Immunohistochemistry was performed on soft tissue sarcoma and normal arterial and skeletal muscle tissue array (US Biomax, Rockville, MD, USA #SO801a). The following primary antibodies and concentrations were used for immunohistochemistry: anti-BrdU 1:40 (Abcam #ab6326), anti-cleaved caspase-3 Asp 175 1:300 (Cell Signaling #9661) anti-Ki67 1:100 (Abcam #ab15580), anti-phospho-S6 (S235/236, Cell Signaling #4858) and anti-HIF-2α (ThermoPierce #PA1-16510). The following primary antibodies and concentrations were used for immunofluorescence: anti-CD31 1:50 (Abcam #ab28364), anti-pimonidazole FITC 1:100 (Hypoxyproble HP2). Mounting media with DAPI (Life Technologies #P36935) was applied last. Sections were imaged using a Leica DMRB microscope and an Olympus DP72 camera.

### Quantitative reverse trascriptase-PCR

Total RNA was isolated from cells using the TRIzol reagent protocol (Invitrogen) and from tumours and skeletal muscle tissue using the RNAeasy minikit (Qiagen). RNA was reverse transcribed using the High-Capacity RNA-to-cDNA kit (Applied Biosystems), and transcript expression was determined by quantitative PCR using the Applied Biosystems Viia7 system. Target cDNA levels were measured with Taq-Man primer/probe sets (Applied Biosystems) for the following mouse and/or human targets: *EPAS1* (human: HS01026142_M1, mouse: MM01236108_M1), *HIF1A* (human: HS00153153_M1, mouse: MM01283758), *SERPINE1* (human: HS01126606_M1, mouse: MM00435860_M1), *MYC* (mouse: MM00487804_M1), *CCND1* (mouse: MM00432359_M1), *CCND2* (mouse: MM00438070_M1), *MCM5* (mouse: MM01243769_M1), *CDKN1A* (mouse: MM00432448_M1), *HPRT* (human: HS01003268_G1, mouse: MM01318743_M1) and *ACTB* (human: HS01060665_G1, mouse: MM00607939_S1). Expression levels were normalized to *HPRT* and *ACTB*.

### Proliferation assays

Cells were plated in triplicate for each data point, and incubated overnight in tissue culture dishes. The following day, DMSO or SAHA, diluted in growth media, was added to the cells, and the cells were place either in normoxic conditions (21% O_2_) or hypoxic conditions (1% O_2_) using a Ruskinn InVivO_2_ 400 workstation. Media with drug was changed every 2 days. Cells were trypsinized, resuspended in PBS and counted using a haemocytometer on the days indicated.

### Chromatin immunoprecipitation

ChIP assays were performed using QuickChIP assay kits (Novus Biologicals). Briefly, five million KP250 cells were fixed in 1% formaldehyde for 10 min at 37 °C, and the reaction stopped by glycine. Cells were washed, collected and lysed using SDS buffer containing protease inhibitor cocktail, and then sonicated into DNA fragments of 300–800 bp in size. Supernatants were diluted and pre-cleared with salmon sperm DNA/protein A/G agarose, and a 10-μl aliquot was saved for input control. The rest of the sample was immunoprecipitated with 5 ug of the following antibodies overnight: Rabbit IgG (Cell Signaling), Histone H3 (Abcam), Histone H3 Acetyl K9+K14+K18+K23+K27 (Abcam). Antibody-nucleoprotein complexes were recovered by incubating 60 μl of salmon sperm DNA/protein A/G agarose for 1 h at 4 °C with rotation. Beads were washed and antibody-nucleoprotein complexes were eluted from protein A/G agarose beads in elution buffer, de-cross-linked by adding 20 μl 5 M NaCl and incubated at 65 °C. Subsequently, RNAase A and proteinase K were added and DNA fragments were purified using QIAquick PCR purification kit (Qiagen). Semi-quantitative PCR was performed with the following primers: Epas1 Forward: 5′-CATTACTCAGTCCTGCGCTAACTG-3′; Epas1 Reverse: 5′-CTCAGGACACTGCCGAGGATTGTA-3′; Hif1a Forward: 5′-AATCACTTGGAGACTTCCCTTGTT-3′; Hif1a Reverse: 5′CACGTTGCTCTCAGCCAATCAGGA-3′.

### Oncomine study design

We used publically available databases through Oncomine Research Premium edition software (version 4.5, Life Technologies) to query HIF-2α expression and survival data in sarcomas relevant to our study. For expression data, we evaluated the Barretina *et al.* (GEO accession number GSE21124) and Gobble *et al.* data sets (GEO accession number GSE30929)^34^,^35^, and for survival data the Gobble *et al.* data set was analysed.

### Survival analysis

Available patient survival data were obtained from Gobble *et al.* data set for liposarcoma patients through Oncomine. Patients were divided into two groups: tumours expressing the highest 50% of *EPAS1* ‘High *EPAS1*' and lowest 50% ‘Low *EPAS1'*, and Kaplan–Meier analyses were performed for overall survival of patients.

### RNA-seq

RNA was extracted from KP and KPH2 FFPE tumour sections using RNeasy FFPE kit (Qiagen #73504). Library preps and RNA-seq were performed by the Next Generation Sequencing Core at the University of Pennsylvania, using TruSeq Stranded Kit (Illumina #RS-122-2201), Ribo-Zero Gold Kit (Epicentre #MRZG126) and an HiSeq 100SR (Illumina). Raw sequence and quality files were aligned to the mouse genome (GRCm38) using the RNA alignment tool STAR (version 2.4, https://code.google.com/p/rna-star/). 

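The deposited count table held 26,667 genes, of which 24633 were matched to RefSeq genes of GRCm38.p6, 22097 by symbol and 2536 by an older symbol. At least 1 count was found on 18257 to 19616 genes per tumour. The 10 genes with the most counts took 7.25% to 11.9% of the counts in KP tumours and 10.8% to 20.3% in KPH2 tumours. The precursor and 18S ribosomal RNA genes Rn45s and Rn18s together took 2.30%, 1.11%, 2.88% and 2.25% of the counts in KP 5, 6, 7 and 8 and 7.07%, 10.4%, 5.14% and 3.69% in KPH2 1, 2, 3 and 4, although ribosomal RNA had been depleted from the libraries.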

Unique transcript alignments were counted for each sample using htseq-count (version 0.6.1, http://www-huber.embl.de/users/anders/HTSeq/doc/count.html) against the RefSeq transcripts for GRCm38, yielding counts for 26,667 transcripts for each sample. 

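The deposited counts of all 8 tumours, without scaling, gave a first principal component with 92.4% of the variance and a second with 4.12%. On the first component KPH2 2 lay at 853800 and KPH2 1 at 453400, with the other tumours between −431100 and 22420. By distance from the mean of the other tumours KPH2 2 was farthest (979800), followed by KPH2 1 (533500) and KP 6 (513500). Without Rn45s, Rn18s and Lars2 the first component held 50.1% of the variance, and KP 5 was farthest (205600), followed by KP 6 (163100) and KPH2 1 (137000).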

Principle Components Analysis of raw count data revealed that one HIF-2α knockout sample was a technical outlier. This sample was excluded from statistical analysis.

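The tumour absent from the authors' normalized table for 7 tumours is KPH2 1, whose total count was above that of every tumour but KP 5. On the authors' rlog values for 8 tumours, KPH2 1 was farthest from the others (distance 65.6), with KPH2 3 and KPH2 2 next (63.8 and 62.9). Over the genes called without it by edgeR, KPH2 1 lay nearer the mean of the KP tumours than that of KPH2 2 to KPH2 4 for 219 genes (75%), and inside the KP range for 108. Each of the other 7 tumours was left out in the same way, together with KPH2 1. Of the 292 genes with the smallest p in each such fit, 65.1% to 85.3% lay nearer the left-out tumour's own group. Leaving out any other single tumour of the 8 in place of KPH2 1 gave between 0 and 7 genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where 1608 to 2332 genes had an unadjusted p under 0.05. DESeq2 called 249 to 755 genes in these comparisons, against 1158 with KPH2 1 left out.

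**Figure D4:**
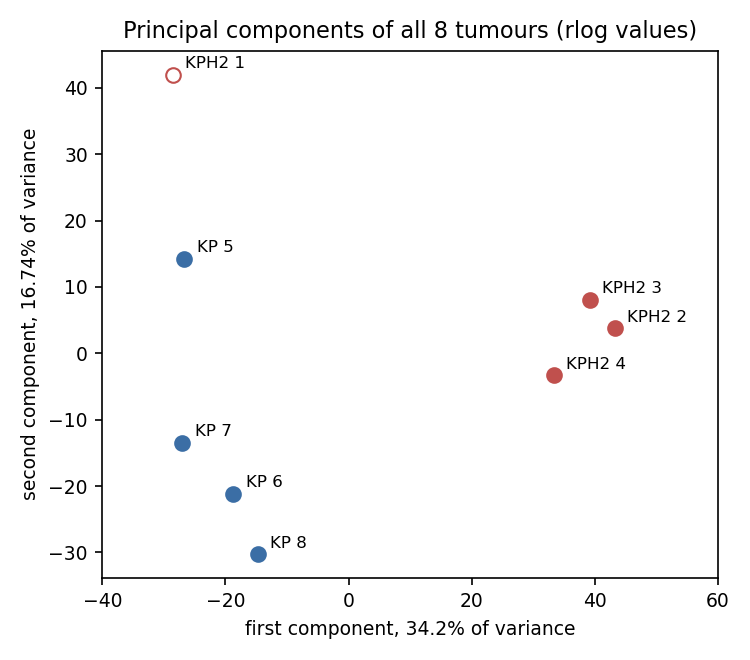
First and second principal components of the authors' rlog values for 8 tumours, 34.2% and 16.7% of the variance, with KP tumours in blue, KPH2 2 to KPH2 4 in red and KPH2 1 as an open circle. KPH2 1 lies at −28.5 on the first component with the KP tumours and at 42.0 on the second, above all others.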

### Differential expression and gene set enrichment analysis

Transcript count files for 3 HIF-2α knockout samples and four wild-type samples were analysed with DESeq2 (version 1.6, http://bioconductor.org/packages/release/bioc/html/DESeq2.html) for differential expression. Log2-transformed, normalized intensities were also exported from DESeq2 for visualization and used as input for Gene Set Enrichment Analysis (see below). Overall sample relatedness was visualized with Principal Components Analysis (PCA, as implemented in Partek Genomics Suite v6.6, Partek, Inc. St Louis, MO) using the normalized expression intensities for all transcripts. Log2-transformed expression intensities from these samples were imported into GSEA (version 2.1, http://www.broadinstitute.org/gsea/index.jsp). Enrichment of gene sets corresponding to Canonical Pathways (C2-CP from the Molecular Signatures Database v4.0, http://www.broadinstitute.org/gsea/msigdb/index.jsp) was tested with default settings. Tables of enriched pathways for genes up in HIF-2α knockout or wild type were exported, with a false discovery rate (FDR)<0.1 cutoff.

### TCGA bioinformatics analysis

Level 3 data comprising regions with altered copy number and methylation status in sarcoma were downloaded through the TCGA portal (https://tcga-data.nci.nih.gov/tcga/tcgaHome2.jsp) on 17 December 2014. Data were analysed with Partek software (version 6.6). Tumour samples for copy number analysis consisted of 260 primary tumours, 3 recurrent tumours and 1 metastatic tumour. The results from blood and normal controls were eliminated from the analysis as they contained no amplifications or deletions. Briefly, sample files were lined up and concatenated. Thresholds for amplifications and deletions were set at 0.55 and −0.4, as based on previously published literature. Methylation analysis was performed on 242 primary tumours, 2 recurrent tumours, 1 metastatic tumour and 4 normal tissues. Probes annotated for proximity to EPAS1 were evaluated. All probes were tested for differential beta values between normal and all tumour samples with analysis of variance (ANOVA) followed by Benjamini–Hochberg FDR correction.

### Ingenuity pathway analysis

DESeq2 statistical results for differential expression were uploaded to IPA. Genes with at least a 0.75 log_2_ ratio (±1.7 fold) and a FDR corrected *P*-value of <0.05 were analysed. 

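With the log2 ratio of 0.75 and the adjusted p of 0.05 applied to edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 288 genes passed over the paper's 7 tumours, 182 higher and 106 lower in KPH2 tumours. DESeq2 with a normal prior on fold changes gave 1029 genes, 551 higher and 478 lower. With KPH2 1 included, edgeR gave 1 gene, and DESeq2 without a prior, run after the data had been seen, gave 548, of which 217 were higher and 331 lower.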

The changes in the subset of these genes that were known to interact with mTOR were used to predict the activity changes of MTOR in KPH2 versus KP tumours. Canonical pathway analysis was also performed, with the top 15 most statistically significant pathways shown (orange bars, pathway predicted to be more active in KPH2 tumours; blue bars, pathway predicted to be less active in KPH2 tumours; grey bar, no activity pattern available).

### Statistical analysis

Statistical analysis was performed using Prism (GraphPad Software). Data are shown as mean+s.e.m. unless otherwise specified. Data were reported as biological replicates, with technical replicates indicated in figure legends. Unpaired two-tailed Student *t*-tests were performed to determine if results were statistically significantly different, with a *P*-value cutoff <0.05 considered significant. Variation within each data group was measured with Graphpad Prism software, and found to be similar between groups tested.

## Additional information

**Accession codes:** The RNA-seq data have been deposited in the Gene Expression Omnibus database under accession code: GSE67672.

**How to cite this article:** Nakazawa, M. S. *et al.* Epigenetic re-expression of HIF-2α suppresses soft tissue sarcoma growth. *Nat. Commun.* 7:10539 doi: 10.1038/ncomms10539 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-8 and Supplementary Table 1.

## Figures and Tables

**Figure 1:**
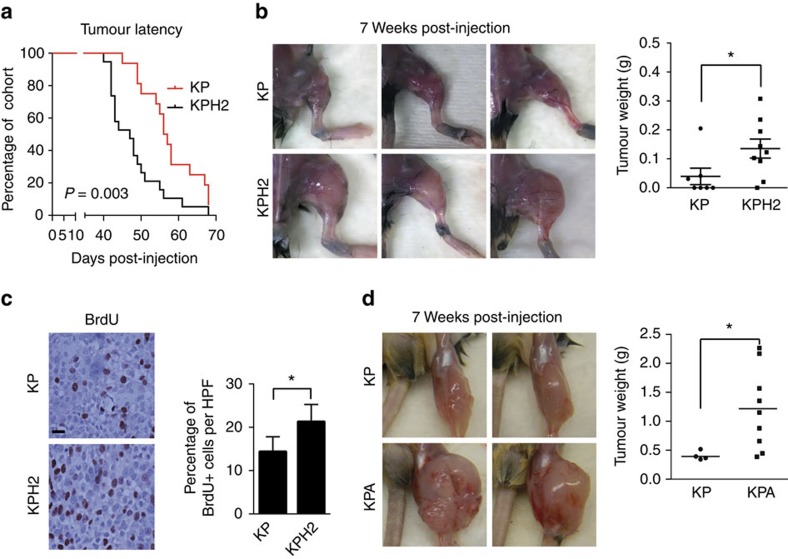
HIF-2α suppresses tumour growth in UPS. (**a**) Tumour latency of *LSL-Kras*^*G12D/+*^*; Trp53*^*fl/fl*^ (KP, *n*=16) and *LSL-Kras*^*G12D/+*^*; Trp53*^*fl/fl*^*; Epas1*^*fl/fl*^ (KPH2, *n=*19) mice, shown as days post-injection of Ad-Cre virus. The *P*-value was calculated using a log-rank (Mantel-Cox) test. (**b**) Left: a cohort of KP (*n=*7) and KPH2 (*n=*9) mice were killed 7 weeks post-Ad-Cre virus injection. Representative images of the hind limb where Ad-Cre was injected in each cohort are shown. Right: weight of KP and KPH2 tumours at 7 weeks post-Ad-Cre injection (grams; error bars are±s.e.m.). *P<0.05. (**c**) Immunohistochemical staining of BrdU in KP (*n=*5) and KPH2 (*n*=5) tumours. Left: images representative of KP and KPH2 cohort. Right: quantification of percentage of BrdU^+^ cells in KP and KPH2 tumours, over 10 high power fields (HPF) per sample (error bars are ±s.e.m.). *P<0.05. Scale bar, 25 μm. (**d**) Left: representative images of the hind limb of KP (*n*=5) and *LSL-Kras*^*G12D/+*^*; Trp53*^*fl/fl*^*; Arntfl*^*/fl*^ KPA (*n*=9) mice 7 weeks post-Ad-Cre virus injection. Right: weights of KP and KPA tumours 7 weeks post-Ad-Cre virus injection (grams; error bars are±s.e.m.). *P<0.05. *P*-values were calculated from a two-tailed Student's *t*-test for parts **b**–**d**.

**Figure 2:**
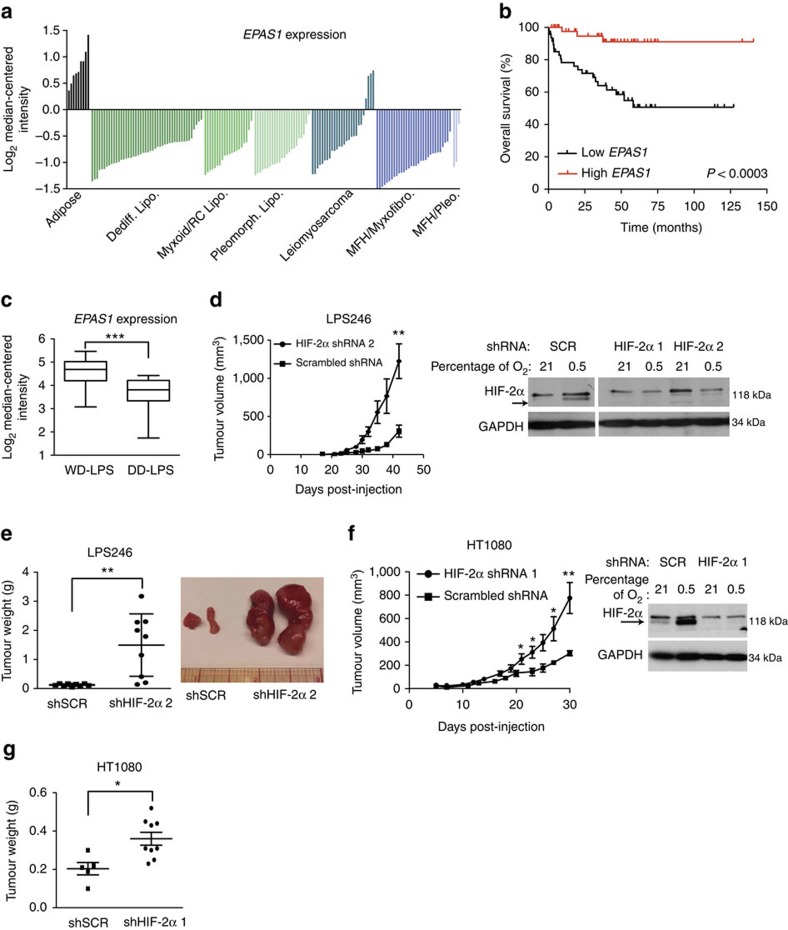
Loss of HIF-2α promotes liposarcoma and fibrosarcoma tumour growth *in vivo.* (**a**) *EPAS1* mRNA expression from Oncomine analysis of the Barretina *et al.* sarcoma patient samples data set^34^. Values are normalized to median-centered intensity, and shown on a log_2_ scale. Dediff. lipo., dedifferentiated liposarcoma; MFH/myxofibro., myxofibrosarcoma; MFH/pleo., UPS; myxoid/RC lipo., myxoid/round cell liposarcoma; pleomprh. lipo., pleomorphic liposarcoma. (**b**) Kaplan–Meier curve of overall survival of liposarcoma patients from the Gobble *et al.* data set^35^, segregated into the bottom 50% *EPAS1* expression (Low *EPAS1*, *n*=47) and top 50% *EPAS1* expression (High *EPAS1*, *n*=47). The *P*-value was calculated using a log-rank (Mantel–Cox) test. (**c**) *EPAS1* mRNA expression of well-differentiated liposarcoma (`WD-LPS', *n*=52) compared with dedifferentiated liposarcoma (`DD-LPS', *n*=20) patient samples from the Gobble *et al.* data set. Values are normalized to median-centered intensity, and shown on a log_2_ scale. ***P<0.001. (**d**) Left: tumour volume of LPS246 liposarcoma xenografts with scrambled (SCR; *n*=9) or HIF-2α shRNA (*n*=9). Right: immunoblot demonstrating HIF-2α knockdown with two independent HIF-2α shRNAs compared with SCR shRNA. **P<0.01. (**e**) Left: weights of LPS246 xenograft tumours with SCR shRNA (shSCR) or HIF-2α shRNA (shHIF-2α 2) at time of killing, measured in grams. **P<0.01. Right: image of representative LPS246 tumours with shSCR or HIF-2α shRNA (shHIF-2α 2). (**f**) Left: tumour volume of HT-1080 fibrosarcoma xenografts with SCR (*n*=5) or HIF-2α shRNA (HIF-2α 1; *n*=10). Right: immunoblot demonstrating HIF-2α knockdown with HIF-2α shRNA (HIF-2α 1) compared with SCR shRNA. **P<0.01. (**g**) Weights of HT-1080 xenograft tumours with shSCR and HIF-2α shRNA (shHIF-2α 1) at time of killing, measured in grams. *P<0.05. All error bars represent the mean±s.e.m. *P*-values for part **c**–**g** were calculated using a two-tailed Student's *t*-test.

**Figure 3:**
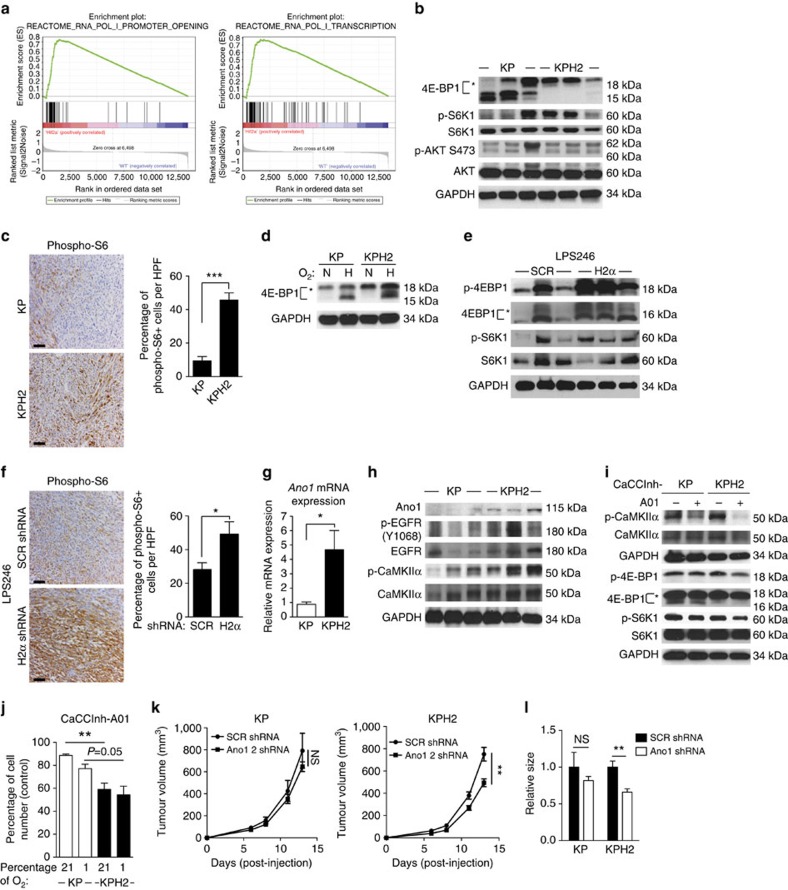
Loss of HIF-2α increases mTORC1 signalling in soft tissue sarcomas. (**a**) Gene set enrichment analysis (GSEA) comparing expression data of KP ‘WT' and KPH2 ‘Hif2a' autochthonous UPS tumours. (**b**) Immunoblot assessing mTORC1 and mTORC2 activity in KP and KPH2 tumours. Phosphorylated-(p) 4E-BP1 (indicated with an *) and S6K1 were used as mTORC1 readouts, and (p)-AKT was used as an mTORC2 readout. (**c**) Left: representative images of immunohistochemical staining of phosphorylated-S6 (phospho-S6) on KP (*n*=5) and KPH2 (*n*=5) tumours. Right: quantification of phospho-S6^+^ cells in KP and KPH2 tumours. 10 high-powered fields per tumour were quantified. ***P<0.001. (**d**) Immunoblot of 4E-BP1 in cell lines derived from KP and KPH2 tumours. Cells were subjected to 1% O_2_ for 16 h (H) or grown at 21% O_2_ (N). (**e**) Expression of 4E-BP1 and S6K1 phosphorylation in LPS246 xenografts with scrambled (SCR) or HIF-2α (H2α) shRNA. (**f**) Left: representative images of phospho-S6 immunohistochemical staining on LPS246 xenografts with SCR (*n*=5) or HIF-2α (H2α) shRNA (*n*=5; error bars are ±s.e.m.). 10 high-powered fields per tumour were quantified. *P<0.05. (**g**) Quantitative reverse trascriptase-PCR validation of *Ano1* mRNA expression in KP (*n*=4) and KPH2 (*n*=3) tumours used for RNA-seq *P<0.05. (**h**) Immunoblot of ANO1 and downstream targets p-EGFR (Y1068) and p-CaMKIIα (T268) in KP and KPH2 autochthonous tumours. (**i**) KP and KPH2 cells were serum starved for 24 h, then replete media with DMSO or CaCCInh-A01 (10 μM) was added for 6 h to the cells. Lysates were immunoblotted for p-CAMKIIα and mTORC1 readouts p-4E-BP1 and p-S6K1. (**j**) ANO1 inhibitor's effect on KP and KPH2 cell growth. Cells were treated with DMSO or CaCCInh-A01 (10 μM) for 3 days in 21% or 1% O_2_ conditions. Shown is the percentage of cells counted in the CaCCInh-A01 treated versus the respective DMSO-treated control, with each bar representing three biological triplicates. **P<0.01. (**k**) Left: tumour volume of KP-derived UPS allografts expressing SCR (*n*=5) or *Ano1* shRNA (Ano1 2; *n*=5). Right: tumour volume of KPH2-derived UPS allografts expressing SCR (*n*=5) or *Ano1* shRNA (*n*=5). **P<0.01. (**l**) Relative average size of KP and KPH2 tumours infected with SCR or *Ano1* shRNA. The SCR shRNA average volume was normalized to 1.0 for both KP and KPH2 cohorts. **P<0.01. All error bars represent the mean±s.e.m. All *P-*values were calculated using a two-tailed Student's *t*-test.

**Figure 4:**
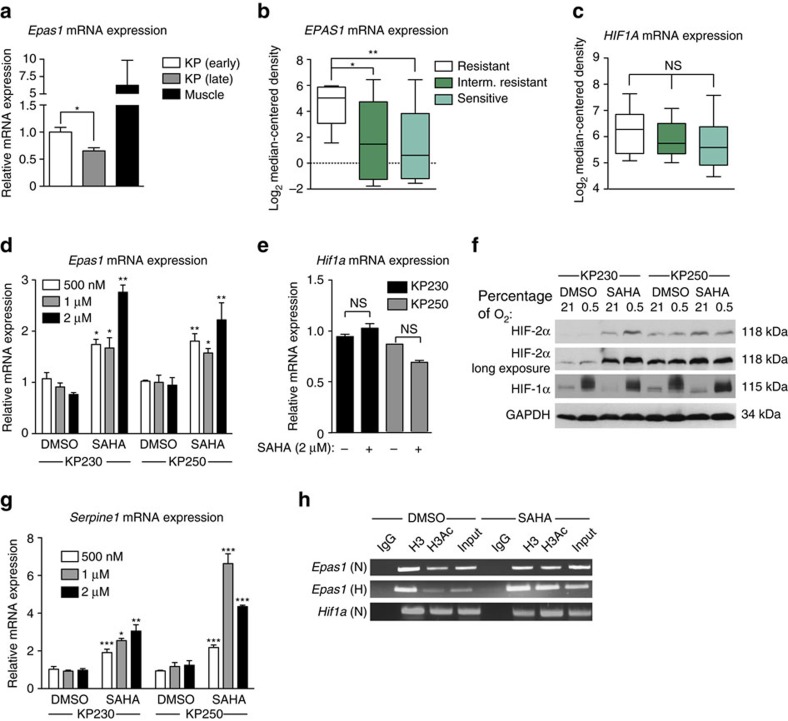
HDAC inhibition increases HIF-2α expression in UPS. (**a**) *Epas1* mRNA expression of tumours isolated from KP mice 7 weeks after Ad-Cre injection (early; *n*=4), 8.5 weeks after Ad-Cre injection (late; *n*=4), and whole-mouse gastrocnemius muscle from uninjected muscle (*n*=3). (**b**) *EPAS1* mRNA expression of sarcoma cell lines classified as SAHA resistant (9 cell lines), intermediate resistant (Interm. Resistant; 14 cell lines) and sensitive (12 cell lines) from the Oncomine analysis of Garnett *et al.* data set^45^. Values are normalized to median-centered intensity, and shown on a log_2_ scale. *P<0.05, **P<0.01. (**c**) *HIF1A* mRNA expression from the Garnett *et al.* data set (error bars are±s.e.m.). SAHA resistant, 9 cell lines; Intermediate resistant (Interm. Resistant), 13 cell lines; Sensitive, 12 cell lines. (**d**) *Epas1* mRNA expression of KP230 and KP250 mouse UPS cell lines treated with DMSO or SAHA at the indicated drug concentrations. Each bar represents three independent experiments performed in triplicate. *P<0.05, **P<0.01. (**e**) *Hif1a* mRNA expression of KP230 and KP250 cells treated with DMSO or SAHA (2 μM). Each bar represents three independent experiments performed in triplicate. (**f**) Immunoblot for HIF-1α and HIF-2α protein in KP230 and KP250 cells treated with DMSO or SAHA (2 μM), grown under 21% O_2_ or 0.5% O_2_ conditions. (**g**) *Serpine1* mRNA expression of KP230 and KP250 cells treated with DMSO or SAHA at the indicated drug concentrations. Each bar represents three independent experiments performed in triplicate. *P<0.05, **P<0.01, ***P<0.001. (**h**) ChIP of KP250 cell treated with DMSO or SAHA (2 μM), grown under 21% O_2_ (N) or 0.5% O_2_ (H) conditions. ChIP primers used amplified the 500-bp fragment upstream of the *Epas1* and *Hif1a* TSSs. Histone H3 and acetylated histone H3 specific (H3Ac) antibodies were used for ChIP, with IgG as negative control. Input was diluted 1:100. Results are representative of two independent experiments. All data shown are the mean±s.e.m. All *P*-values were calculated using a two-tailed Student's *t*-test.

**Figure 5:**
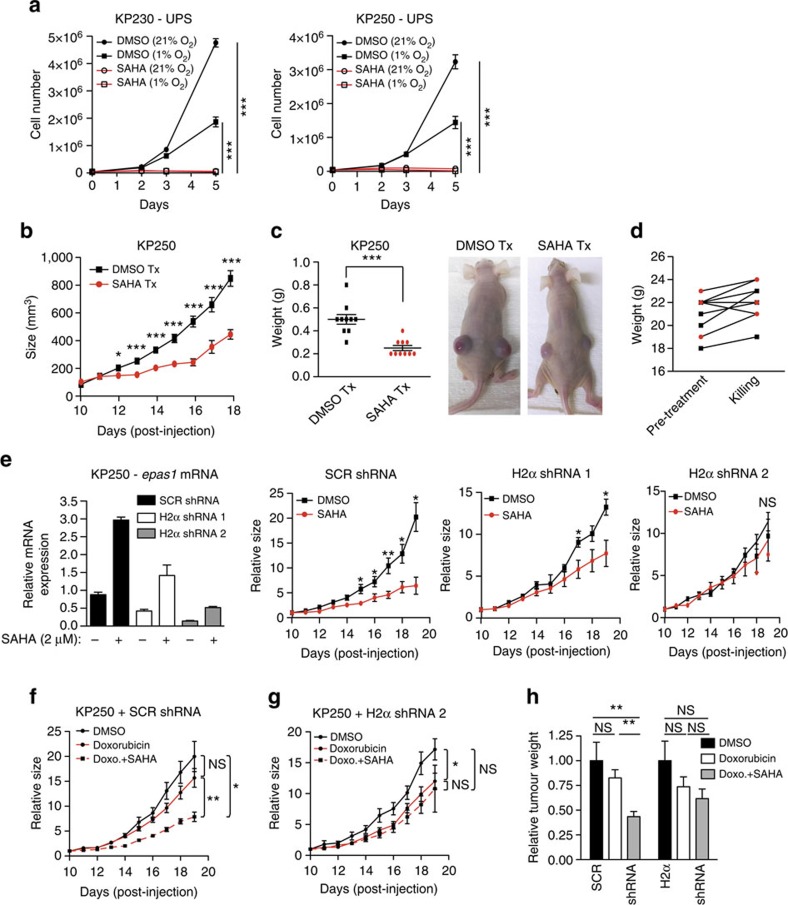
SAHA inhibition of UPS allograft growthis dependent on HIF-2α re-expression. (**a**) Proliferation of KP230 and KP250 cells treated with DMSO or SAHA (2 μM) under 21% O_2_ or 1% O_2_. Drug treatment began on day 1. Each line represents three independent experiments performed in duplicate. ***P<0.001. (**b**) Tumour size of subcutaneous (s.c.) KP250 allografts in DMSO (*n*=10) or SAHA (50 mg kg^−1^ per day)-treated mice (*n*=10). Mice were treated once tumours reached ∼100 mm^3^. *P<0.05, ***P<0.001. (**c**) Tumour weights from DMSO- and SAHA-treated mice. Images are representative of tumours from the DMSO and SAHA cohorts. ***P<0.001. (**d**) Weights of mice pre-treatment and at time of killing. Black squares, DMSO-treated mice; red circles, SAHA-treated mice. (**e**) Left: *Epas1* mRNA expression of KP250 cells harbouring scrambled (SCR) shRNA, and two independent HIF-2α (H2α) shRNAs, treated with DMSO or SAHA (2 μM) *in vitro*. Bars represent two independent experiments performed in triplicate. Right: Relative size increases of s.c. KP250 allografts with SCR shRNA, H2α 1 shRNA and H2α 2 shRNA-treated with DMSO or SAHA (50 mg kg^−1^ per day). Mice were treated 10 days post-injection of tumour cells. For each shRNA, 7 mice were treated DMSO and 7 mice were treated with SAHA. *P<0.05, **P<0.01. (**f**) Relative tumour size of s.c. KP250+SCR shRNA allografts treated with DMSO, doxorubicin or doxorubicin and SAHA. Treatment began 10 days post-injection of tumour cells. Doxorubicin was administered at 5 mg kg^−1^ per week, and SAHA was administered at 50 mg kg^−1^ per day. *P<0.05, **P<0.01. (**g**) Comparative tumour size of KP250+HIF-2α shRNA 2 (H2α) allografts treated with DMSO, doxorubicin or doxorubicin and SAHA. *P<0.05. (**h**) Relative tumour weights of KP250 allografts with SCR or H2α shRNA. Sizes of doxorubicin and doxorubicin with SAHA treatment are normalized to their respective DMSO control. **P<0.01. All data shown are the mean±s.e.m. All *P-*values were calculated using a two-tailed Student's *t*-test.

**Figure 6:**
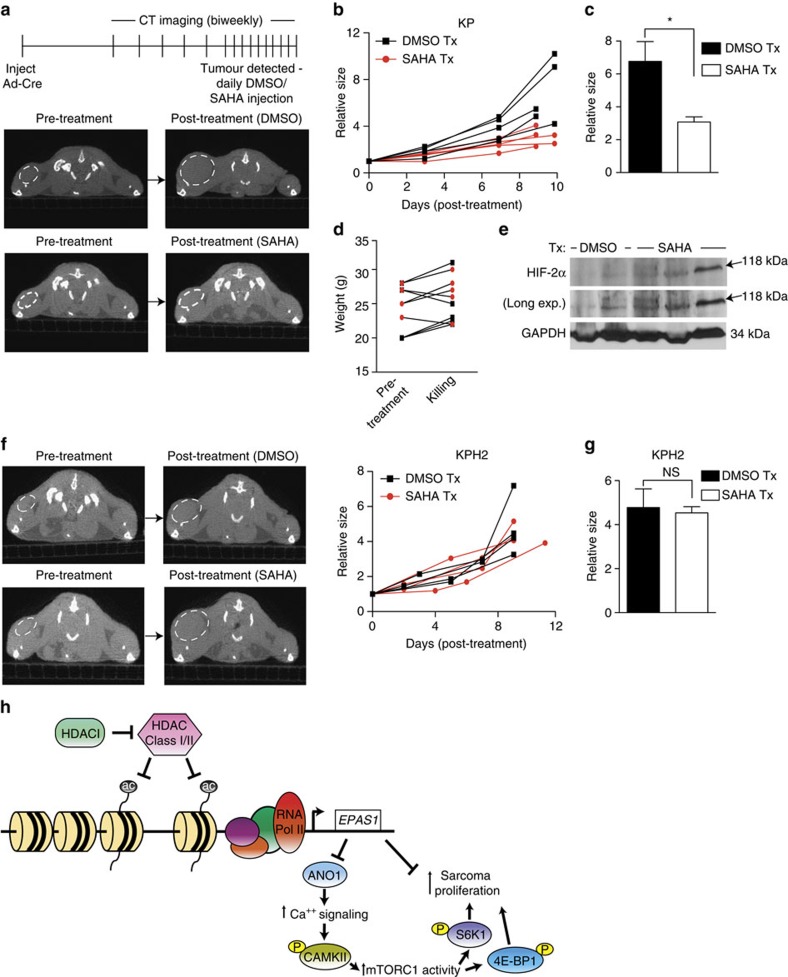
HIF-2α expression is required for SAHA's efficacy in an autochthonous UPS model. (**a**) Top: schematic of tracking autochthonous KP tumour growth in DMSO- and SAHA-treated mice. After Ad-Cre injection, mice were imaged bi-weekly until tumours were detectable and measured ∼50–100 mm^3^. Mice were randomized to DMSO control (*n*=5) or SAHA (*n*=5; 50 mg kg^−1^ per day) treatments, and tumour growth was followed by bi-weekly CT scans. Bottom: representative axial CT images of KP mice pre- and post-treatment with DMSO or SAHA. Dashed white line demarcates the tumour boundary. (**b**) Relative sizes of individual tumours from KP mice receiving DMSO or SAHA treatment. (**c**) Comparison of the relative sizes of all DMSO- and SAHA-treated KP tumours at the time of killing (error bars are±s.e.m.). *P<0.05. *P-*values were calculated from a two-tailed Student's *t*-test. (**d**) Weights of KP mice pre-treatment and at time of killing (error bars are±s.e.m.). Black squares, DMSO-treated mice; red circles, SAHA-treated mice. (**e**) Immunoblot of HIF-2α protein in KP autochthonous tumours from DMSO- and SAHA-treated mice. GAPDH served as loading control. (**f**) Left: representative transverse CT images of KPH2 mice pre- and post-treatment with DMSO or SAHA. Mice were treated and imaged as described in **a**. Right: relative sizes of individual tumours from KPH2 mice receiving DMSO (*n*=4) or SAHA (*n*=5) treatment. (**g**) Comparison of the relative sizes of all DMSO- and SAHA-treated KPH2 tumours at the time of killing (error bars are ±s.e.m.). (**h**) Model of *EPAS1* regulation in the STS examined. *EPAS1* expression is epigenetically downregulated through class I/II HDACs. Loss of HIF-2α increases ANO1 and calcium signalling, which subsequently increases mTORC1 activity in tumours and promotes sarcoma proliferation. HIF-2α loss may also increase sarcoma growth independent of this pathway.

# Supplementary material for: Epigenetic re-expression of HIF-2α suppresses soft tissue sarcoma growth
**Source:** Nat Commun. 2016 Feb 3;7:10539. doi: 10.1038/ncomms10539
**Supplement:** Supplementary Information — Supplementary Figures 1-8 and Supplementary Table 1.

# EPIGENETIC RE-EXPRESSION OF HIF-2 $\alpha$ SUPPRESSES SOFT TISSUE SARCOMA GROWTH

## Supplementary Figure 1.

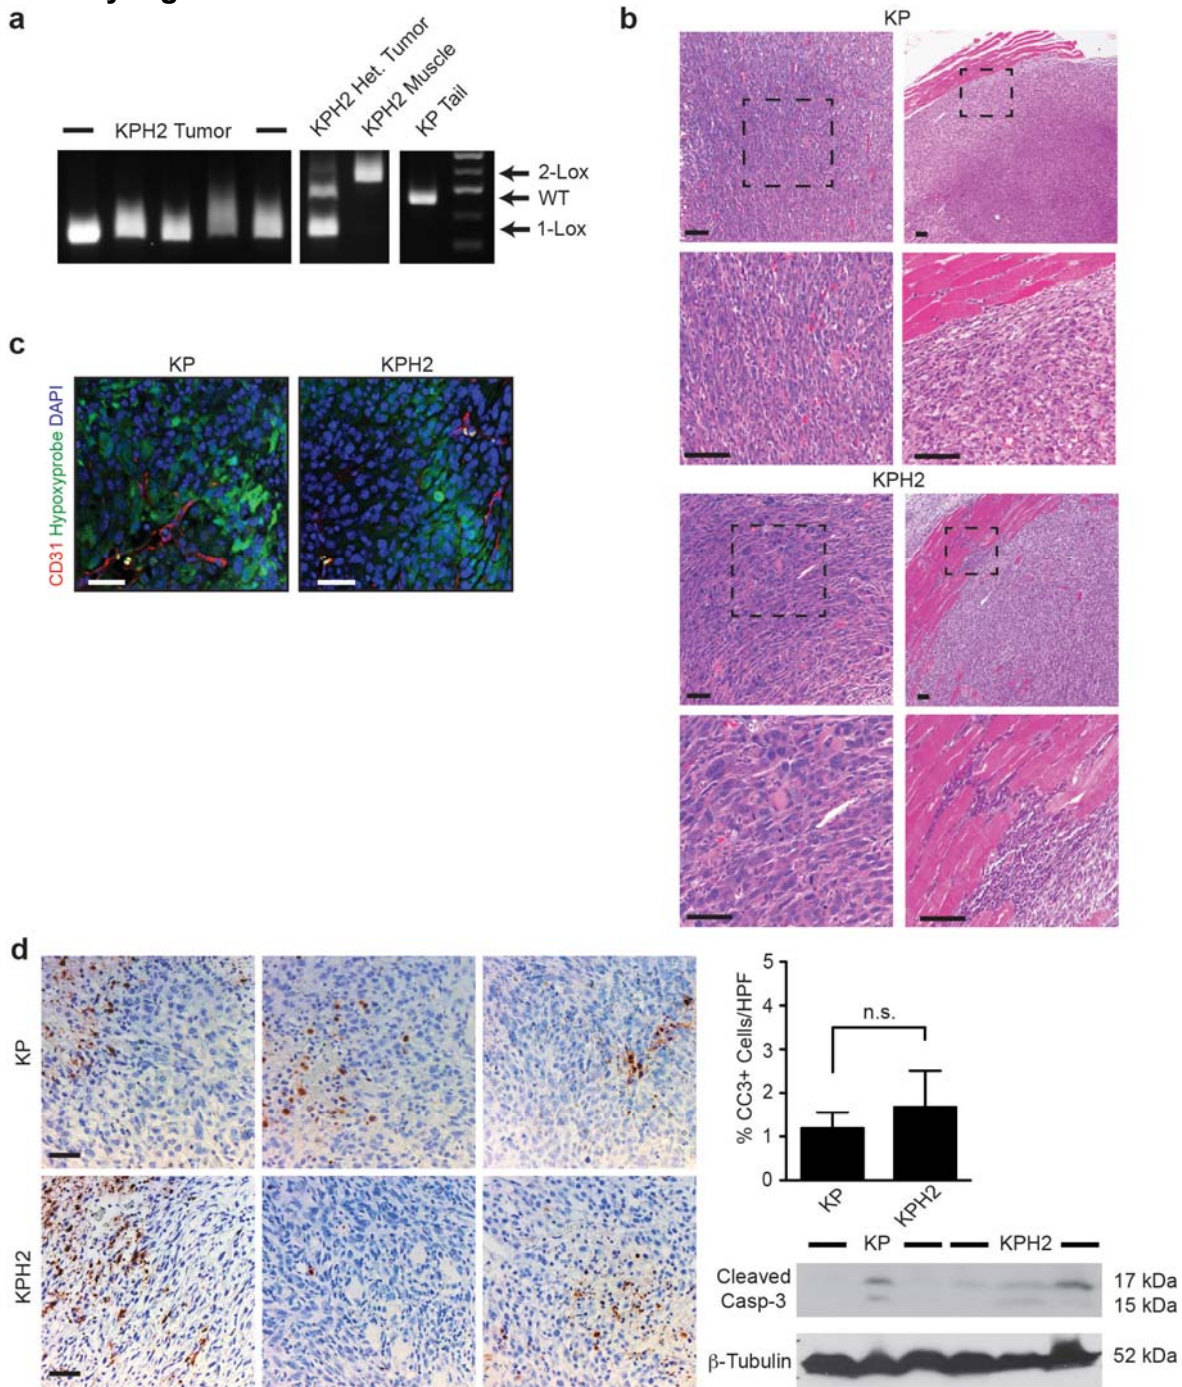

### Supplementary Figure 1. Characterization of KP and KPH2 autochthonous UPS tumors.

**a)** Genotyping of KPH2 tumors shows efficient *Epas1* recombination. Controls include DNA derived from a KP tail (WT), muscle from a KPH2 mouse (2-lox), and a tumor from a *LSL-Kras*<sup>G12D/+</sup>; *Trp53*<sup>fl/fl</sup>; *Epas1*<sup>fl/+</sup> (KPH2 Het. Tumor) mouse. **b)** Left: Representative H&E stains of KP and KPH2 tumors at low magnification (upper) and higher magnification (lower). Histopathology of these UPS tumors were similar to prior reports using the KP mouse model<sup>27</sup>. Right: Local muscle invasion was observed, however it was more pronounced in KPH2 than KP tumors. Scale bar = 100  $\mu$ m. **c)** KP and KPH2 tumors display areas of significant hypoxia, as demonstrated by immunofluorescence staining of Hypoxyprobe (green). CD31<sup>+</sup> cells (red) and DAPI nuclear staining (blue) are shown. Scale bar = 50  $\mu$ m. **d)** Left: Immunohistochemistry of cleaved caspase-3 (CC3) in KP and KPH2 tumors. Representative images are shown, and quantification of CC3<sup>+</sup> cells from KP ( $n = 5$ ) and KPH2 ( $n = 5$ ) tumors is shown on the right. Right: Immunoblot of KP and KPH2 tumors for cleaved caspase-3. Scale bar = 50  $\mu$ m. All data shown are the mean  $\pm$  SEM.

Supplementary Figure 2

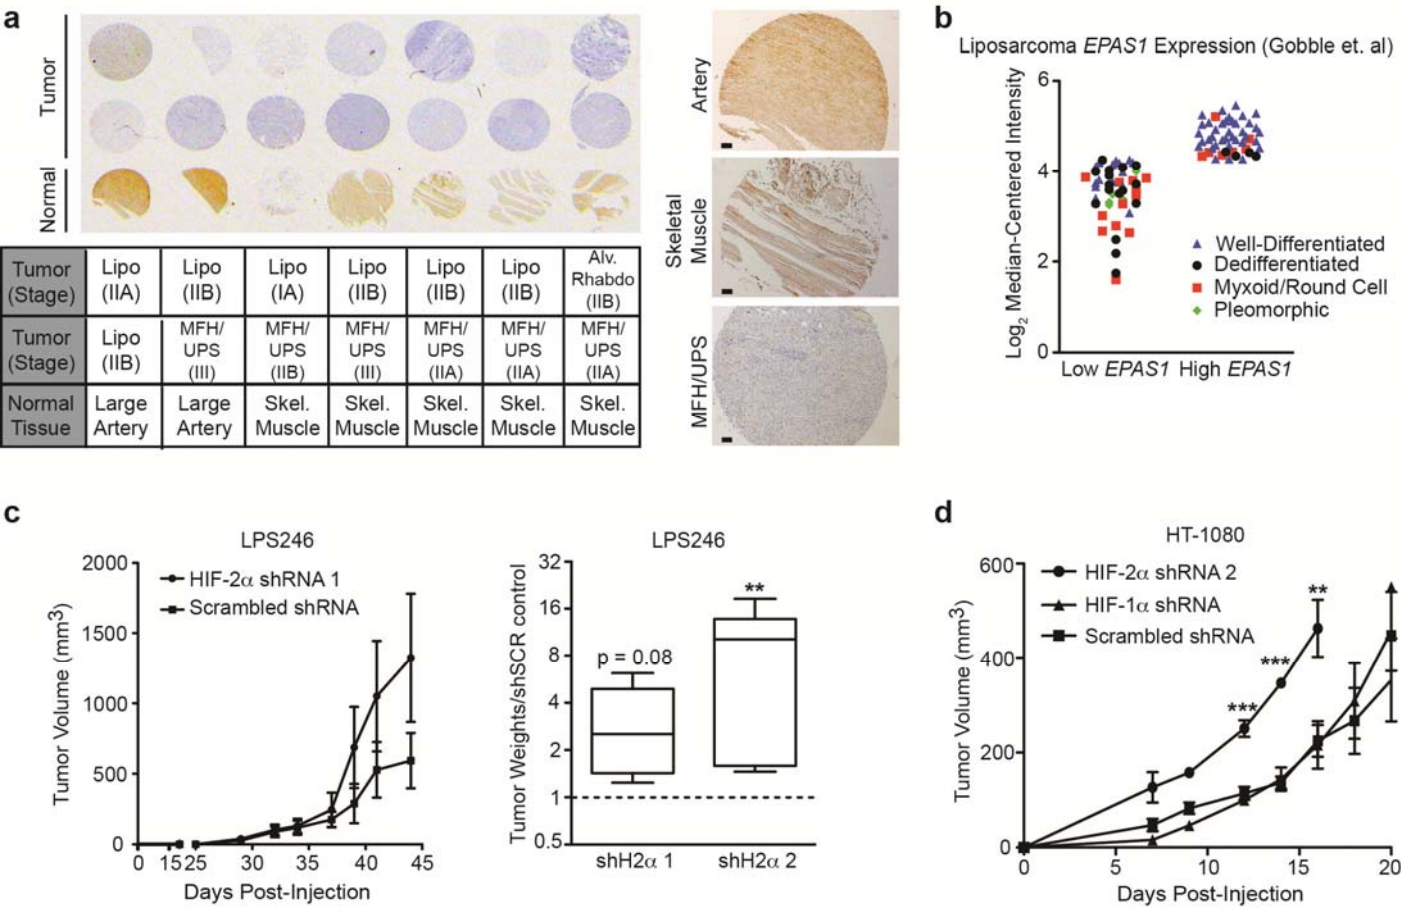

**Supplementary Figure 2.** HIF-2 $\alpha$  inhibits tumor growth in other STS.

**a)** Left: IHC staining of HIF-2 $\alpha$  was performed on a tissue array containing normal arterial (Large Artery) and skeletal muscle (Skel. Muscle) tissue, and liposarcoma (Lipo), alveolar rhabdomyosarcoma (Alv. Rhabdo), and MFH/UPS tissues. Histopathological characterization of each tissue sample is shown below. Right: Higher magnification of the indicated tissues in the array. Scale bar = 100  $\mu$ m. **b)** *EPAS1* expression of individual tumor samples from “Low *EPAS1*” and “High *EPAS1*” group, with each tumor’s subtype indicated in the legend. **c)** Left: Tumor volume of LPS246 xenografts with scrambled ( $n = 5$ ) or HIF-2 $\alpha$  shRNA 1 ( $n = 5$ ). HIF-2 $\alpha$  knockdown increased LPS246 tumor volume, although results did not reach statistical significance ( $p = 0.10$ ). Right: Ratio of the indicated HIF-2 $\alpha$  shRNA’s tumor weight to scrambled shRNA control (shSCR) tumor weight in each mouse. **d)** Tumor volume of HT-1080 xenografts with scrambled shRNA ( $n = 10$ ), HIF-1 $\alpha$  shRNA ( $n = 10$ ), and HIF-2 $\alpha$  shRNA 2 ( $n = 10$ ). \*\* =  $P < 0.01$ . \*\*\* =  $P < 0.001$ . All  $P$  values were calculated using a two-tailed Student’s  $t$ -test. All data shown are the mean  $\pm$  SEM.

## Supplementary Figure 3

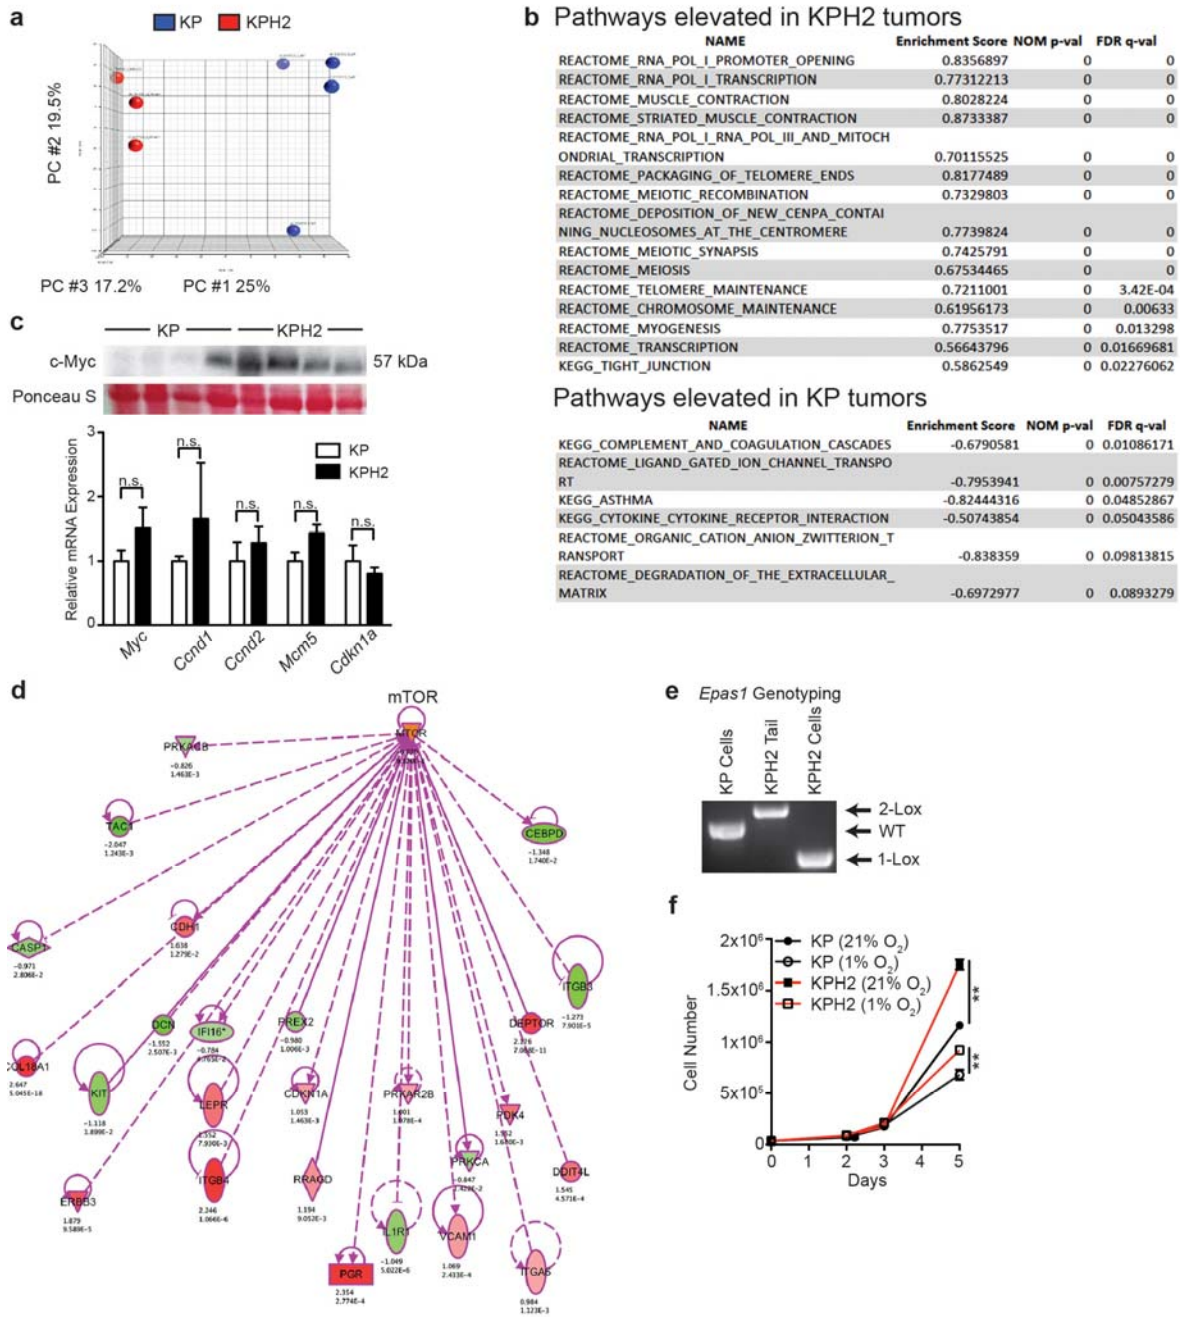

## Supplementary Figure 3. Analysis of RNA-seq data from KP and KPH2 tumors.

**a)** Principle component analysis (PCA) mapping of RNA-seq data from KP ( $n = 3$ ) and KPH2 ( $n = 4$ ) tumors.

**b)** List of the top gene set enrichment analysis (GSEA) categories elevated in KPH2 and KP tumors, with false discovery rate (FDR)  $< 0.1$ . Enrichment score and nominal p-value for each category are also displayed. **c) Top:** Immunoblot/PCR of c-Myc in KP and KPH2 derived UPS tumors, with Ponceau S as loading control. **Bottom:** qRT-PCR of several downstream Myc targets (*Myc*, *Ccnd1*, *Ccnd2*, *Mcm5*, *Cdkn1a*) showed no statistically significantly different expression levels in KP ( $n = 4$ ) and KPH2 ( $n = 3$ ) tumors. **d)** Ingenuity Pathway Analysis (IPA) prediction of mTOR activity in KPH2 versus KP tumors, based upon mRNA expression changes from RNA-seq. Shown are interactors with mTOR, as calculated by IPA software, predicting mTOR to be activated. Green = decreased mRNA expression in KPH2 tumors. Red = increased mRNA expression in KPH2 tumors. Orange = increased predicted activity. **e)** PCR of KP and KPH2 tumor derived cell lines demonstrating efficient floxing of the *Epas1* allele in the KPH2 cell line. DNA from a KPH2 tail is shown as a positive control for 2-lox. **f)** Proliferation of KP and KPH2 tumor derived under 21%  $O_2$  or 1%  $O_2$ . Each line represents three independent experiments performed in duplicate. \*\* =  $P < 0.01$ . All  $P$  values were calculated using a two-tailed Student's  $t$ -test. All data shown are the mean  $\pm$  SEM.

Supplementary Figure 4

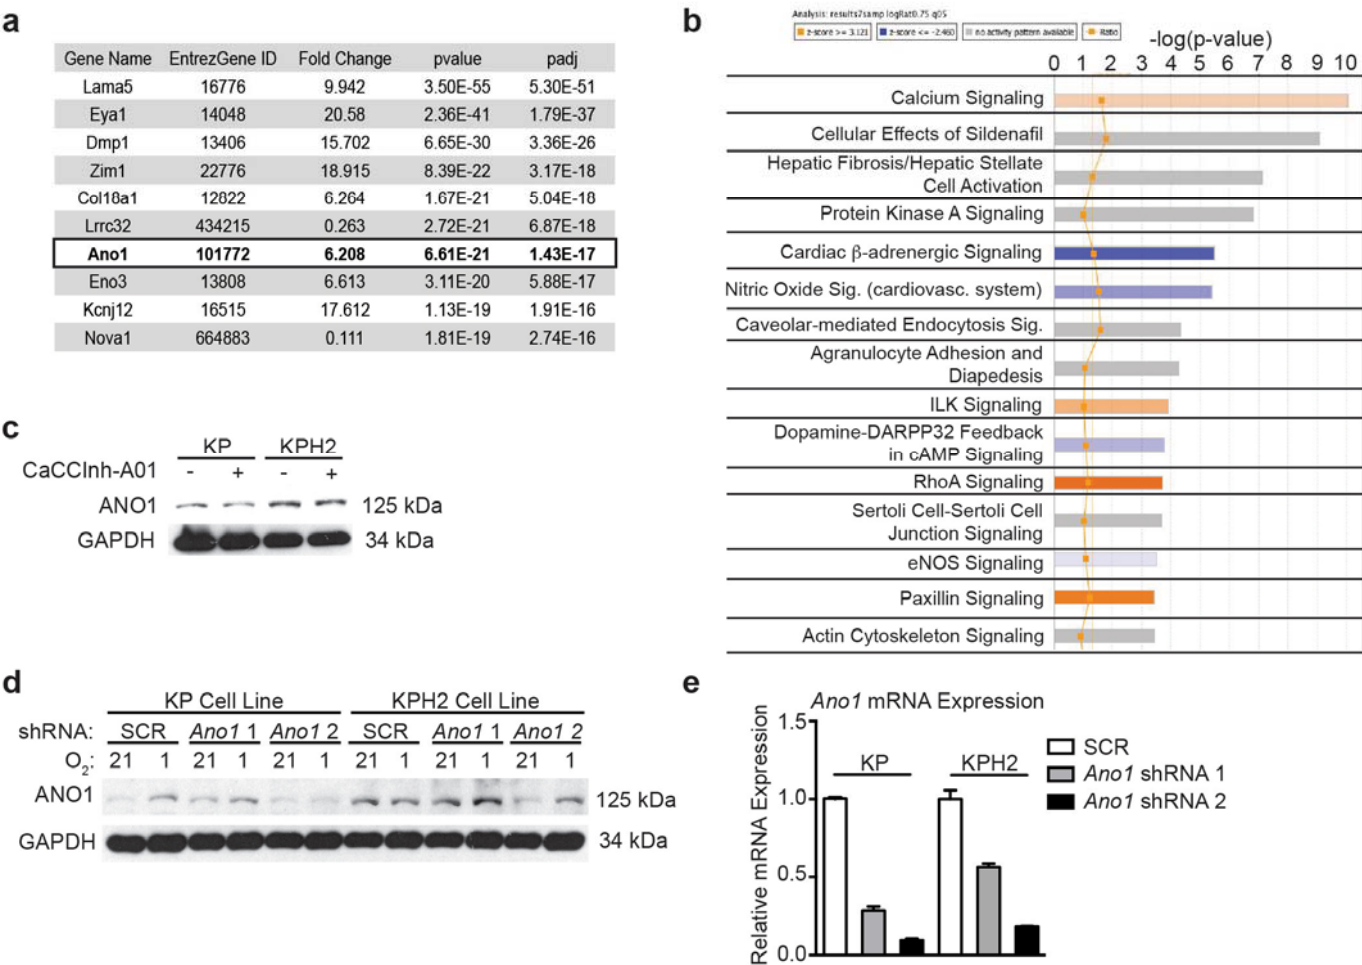

**Supplementary Figure 4.** *Ano1* is upregulated in HIF-2 $\alpha$  deficient UPS tumors

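All 10 genes of Supplementary Fig. 4a had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the paper's 7 tumours, 8 higher and 2 lower in KPH2 tumours. This shows no stability, because the paper chose these genes as its most changed ones in the same tumours. With KPH2 1 included, Zim1 and Kcnj12 did not pass the filter on low counts, the other 8 all had an unadjusted p under 0.05 and 1, Dmp1, passed the adjustment. Eya1 (Entrez Gene 14048) was counted at 1.05 ± 0.617 CPM (SD, n = 4) in KP and 33.4 ± 3.65 CPM (SD, n = 3) in KPH2 tumours (log2 fold change 4.91, standard error 0.40, adjusted p = 0.00514 from edgeR), with 4.15 CPM in KPH2 1. Zim1 was counted 1 to 3 times per KP library, at the floor of 3 counts, and 47 to 182 times per library in KPH2 2 to KPH2 4, so it was at least 34.8-fold higher in these KPH2 tumours. With KPH2 1, where Zim1 had no counts, it was at least 26.1-fold higher. Kcnj12 was counted at 0.294 ± 0.274 CPM (SD, n = 4) in KP and 17.4 ± 8.71 CPM (SD, n = 3) in KPH2 tumours, and Eno3 at 20.7 ± 6.54 CPM (SD, n = 4) and 165 ± 49.5 CPM (SD, n = 3), with KPH2 1 inside the KP range for both. Nova1 fell from 25.9 ± 6.70 CPM (SD, n = 4) in KP to 2.03 ± 1.14 CPM (SD, n = 3) in KPH2 tumours (log2 fold change −3.70, standard error 0.43, adjusted p = 0.0148 from edgeR), and Lrrc32 from 39.9 ± 3.23 CPM (SD, n = 4) to 9.93 ± 1.51 CPM (SD, n = 3; log2 fold change −2.02, standard error 0.17, adjusted p = 0.00514 from edgeR). KPH2 1, at 8.46 CPM of Nova1 and 15.0 CPM of Lrrc32, was below every KP tumour for both genes.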

**a)** Ten most differentially expressed genes from RNA-seq of KP and KPH2 tumors. Fold changes indicated are expression changes in KPH2 tumors compared to KP tumors. **b)** IPA analysis of biological processes differentially expressed between KP (n=4) and KPH2 (n=3) tumors. Data was generated from mRNA changes from RNA-seq. Processes predicted by IPA analysis to be more active in KPH2 tumors are colored orange, processes predicted to be less active are colored blue, and those with no predictive pattern available are colored grey. The statistical significance of each biological process being differentially expressed is shown on the x-axis. **c)** *Ano1* protein levels in KP and KPH2 tumor derived cells *in vitro*, representative of 2 independent experiments. **d)** Immunoblot for *Ano1* in KP and KPH2-derived cell lines infected with scrambled or 2 independent *Ano1* shRNAs. **e)** *Ano1* expression of KP and KPH2-derived cell lines with scrambled (SCR) or *Ano1* shRNAs. *Ano1* shRNA 2 had a more robust knockdown of *Ano1* expression. Each bar represents two independent experiments performed in triplicate. All *P* values were calculated using a two-tailed Student's *t*-test. All data shown are the mean  $\pm$  SEM.

Supplementary Figure 5

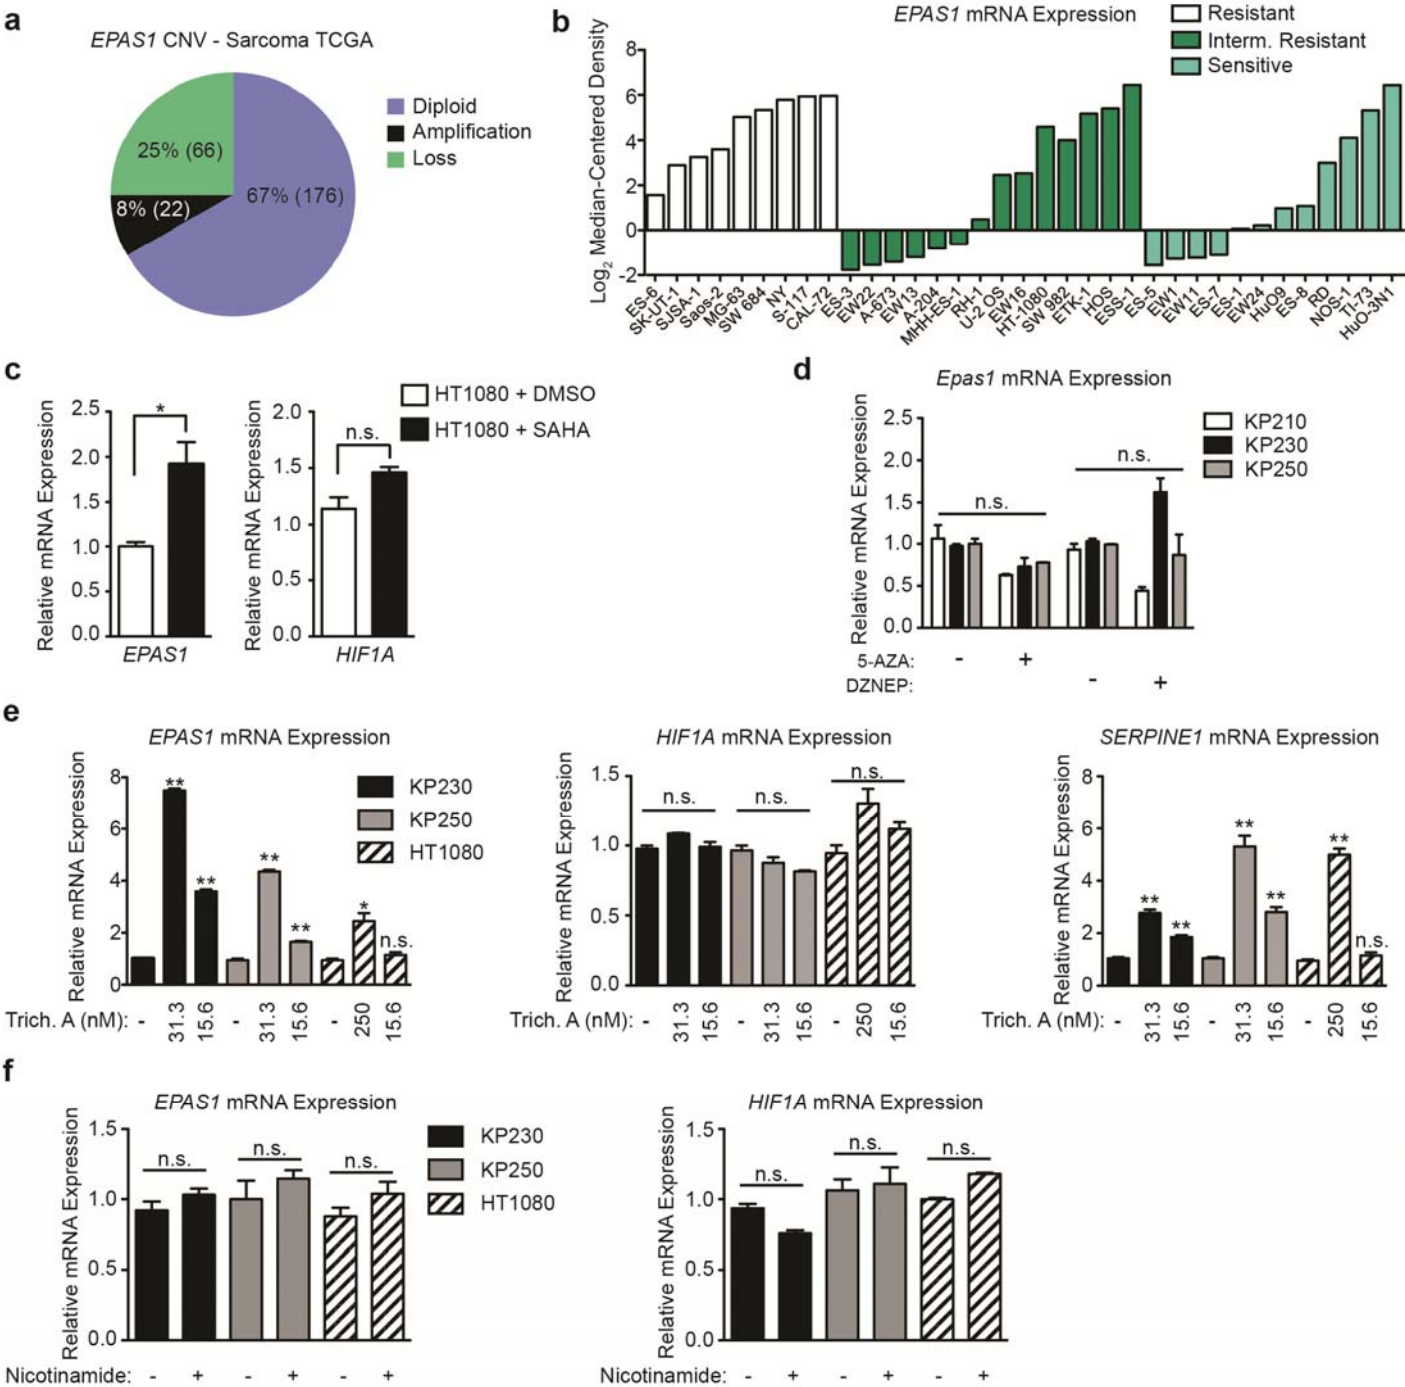

**Supplementary Figure 5.** CNV of *EPAS1* in sarcoma patients, and effects of epigenetic drugs on STS. **a)** Copy number variation (CNV) of all sarcoma samples in the TCGA database ( $n = 264$ ) across the *EPAS1* locus, grouped into diploid, copy number amplification, and copy number loss. **b)** *EPAS1* mRNA levels of each sarcoma cell line and their sensitivity to vorinostat treatment. **c)** *EPAS1* and *HIF1A* mRNA expression of HT-1080 cells upon DMSO control and SAHA (2  $\mu$ M) treatment. Bars represent two independent experiments performed in triplicate.  $* = P < 0.05$ . **d)** *Epas1* mRNA levels in three independently derived UPS cell lines after treatment with methylation inhibitor 5-azacytidine (5-AZA, 5  $\mu$ M) and EZH2 inhibitor 3-Deazaneplanocin A (DZNEP, 5  $\mu$ M). Bars represent two independent experiments performed in triplicate. **e)** *EPAS1*, *HIF1A*, and *SERPINE1* mRNA expression changes upon HDAC inhibitor Trichostatin A (Trich. A) treatment in KP230, KP250, and HT-1080 cell lines at the indicated concentrations. Bars represent two independent experiments performed in triplicate. DMSO served as control treatment.  $* = P < 0.05$ .  $** = P < 0.01$ . **f)** Effect of nicotinamide treatment (5 mM) on KP230, KP250, and HT-1080 cells on *EPAS1* and *HIF1A* mRNA. H<sub>2</sub>O served as control treatment. Bars represent three independent experiments performed in triplicate. All  $P$  values were calculated using a two-tailed Student's  $t$ -test. All data shown are the mean  $\pm$  SEM.

## Supplementary Figure 6

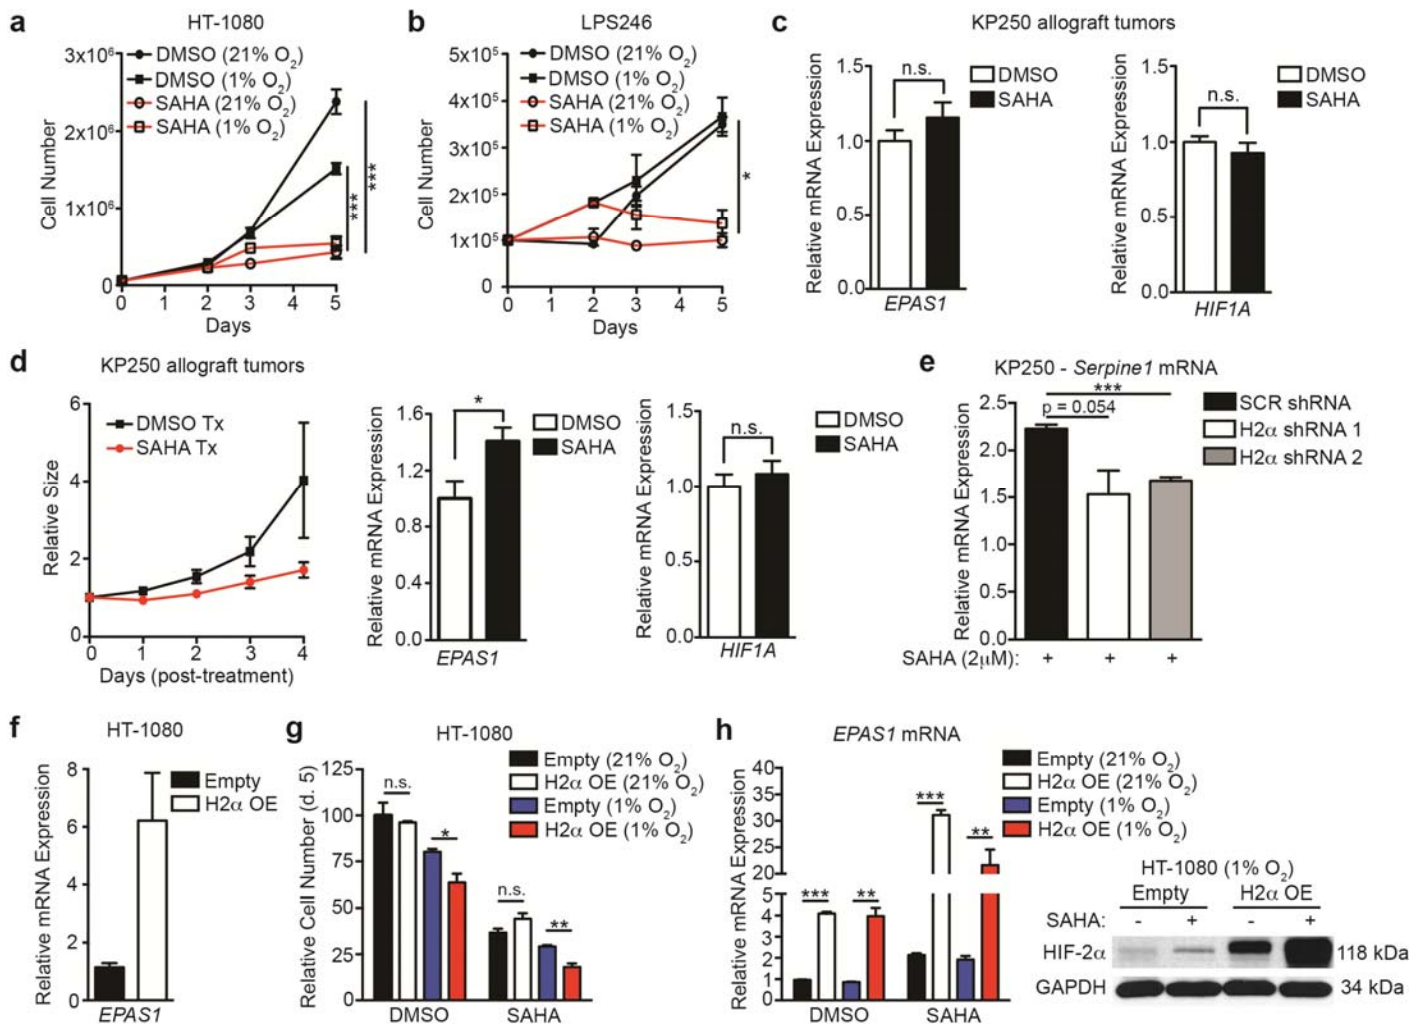

**Supplementary Figure 6.** Resistance to HIF-2α re-expression develops to SAHA monotherapy *in vivo*.

**a) – b)** Cell proliferation of **a)** HT-1080 and **b)** LPS246 cells treated with DMSO control or SAHA (2 μM) in 21% O<sub>2</sub> and 1% O<sub>2</sub> conditions. Drug treatment began on day 1. \* =  $P < 0.05$ . \*\*\* =  $P < 0.001$ . Bars represent biological triplicates. **c)** *Epas1* and *Hif1a* mRNA expression of KP250 allograft tumors isolated from mice treated with 8 days of DMSO ( $n = 5$ ) or SAHA ( $n = 5$ ). **d)** Analysis of KP250 allografts treated with a short 4 day course of SAHA. Left: Relative tumor size increase of KP250 allografts treated with DMSO control ( $n = 4$ ) or SAHA (50 mg/kg/day,  $n = 4$ ). Right: *Epas1* and *Hif1a* mRNA expression from KP250 allografts after 4 days of DMSO or SAHA treatment. \* =  $P < 0.05$ . **e)** mRNA expression of the HIF-2α target gene *Serpine1* in KP250 cells with scrambled (SCR) shRNA, and two independent HIF-2α (H2α) shRNAs, treated with SAHA (2 μM) *in vitro*. Expression is relative to KP250 SCR shRNA treated with DMSO. Bars represent at least two independent experiments performed in triplicate (Error bars are ± SEM). **f)** mRNA expression of *EPAS1* in HT-1080 cells with empty vector control (Empty) or HIF-2α expressing construct (H2α OE). Bars represent two independent experiments performed in triplicate. **g)** Relative cell proliferation of HT-1080 with empty vector control or HIF-2α overexpression, grown under normoxic (21% O<sub>2</sub>) or hypoxic (1% O<sub>2</sub>) conditions for 5 days in the presence of DMSO or SAHA (750 nM). Values are normalized to the number of HT-1080 empty vector cells grown under 21% O<sub>2</sub> and DMSO. Each bar represents biological triplicates. \* =  $P < 0.05$ . \*\* =  $P < 0.01$ . **h)** Left: mRNA expression of *EPAS1* in HT-1080 cells with empty vector control of HIF-2α overexpression grown in conditions described in part **g**. Each bar represents biological triplicates. Right: Immunoblot of HIF-2α in HT-1080 cells overexpressing HIF-2α, grown under hypoxic (1% O<sub>2</sub>) conditions in the presence of DMSO or SAHA (750 nM) for 5 days. \*\* =  $P < 0.01$ . \*\*\* =  $P < 0.001$ . All  $P$  values were calculated using a two-tailed Student's  $t$ -test. All data shown are the mean ± SEM.

## Supplementary Figure 7

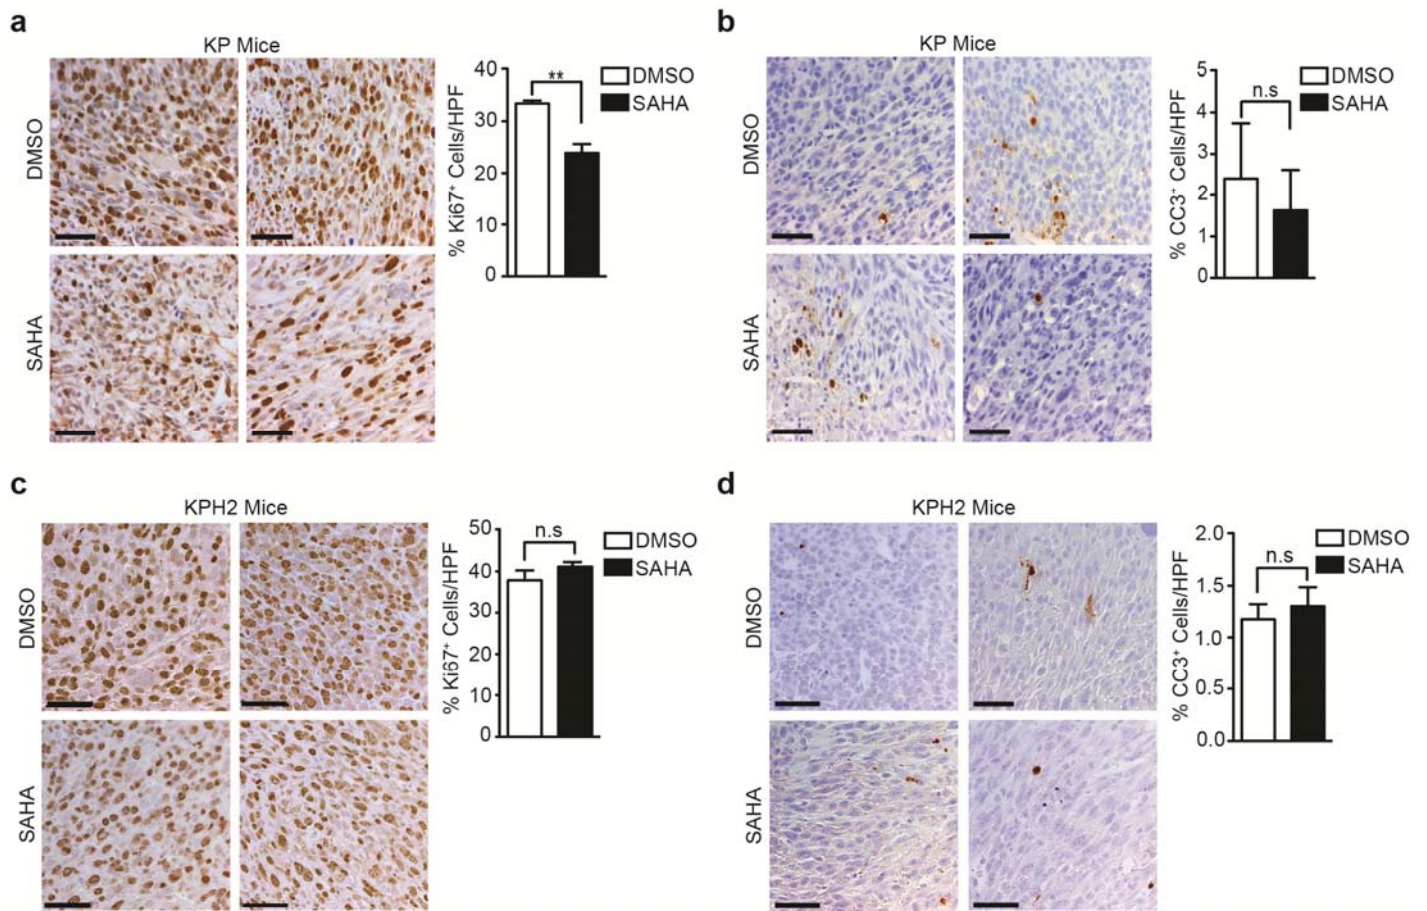

**Supplementary Figure 7.** SAHA decreases proliferation in UPS autochthonous tumors in a HIF-2 $\alpha$  dependent manner. **a) - b)** Immunohistochemical staining of autochthonous KP tumors treated with DMSO ( $n = 5$ ) or SAHA (50 mg/kg/day,  $n = 5$ ). **a)** Representative images of Ki67 stained tumor sections (left), and quantification of the percentage of Ki67<sup>+</sup> cells per high-powered field in DMSO treated or SAHA treated tumors (right). **b)** Representative images of cleaved caspase-3 (CC3) stained tumor sections (left), and quantification of the percentage of CC3<sup>+</sup> cells in DMSO treated or SAHA treated tumors (right). \*\* =  $P < 0.01$ . **c) - d)** Immunohistochemical staining of autochthonous KPH2 tumors treated with DMSO ( $n = 4$ ) or SAHA (50 mg/kg/day,  $n = 5$ ). Representative images of **c)** Ki67 and **d)** cleaved caspase-3 (CC3) stained tumors sections, with quantification of percentage of Ki67<sup>+</sup> and CC3<sup>+</sup> cells per high power field. Scale bars (**a-d**) = 50  $\mu$ M. All  $P$  values were calculated using a two-tailed Student's  $t$ -test. All data shown are mean  $\pm$  SEM.

Supplementary Figure 8

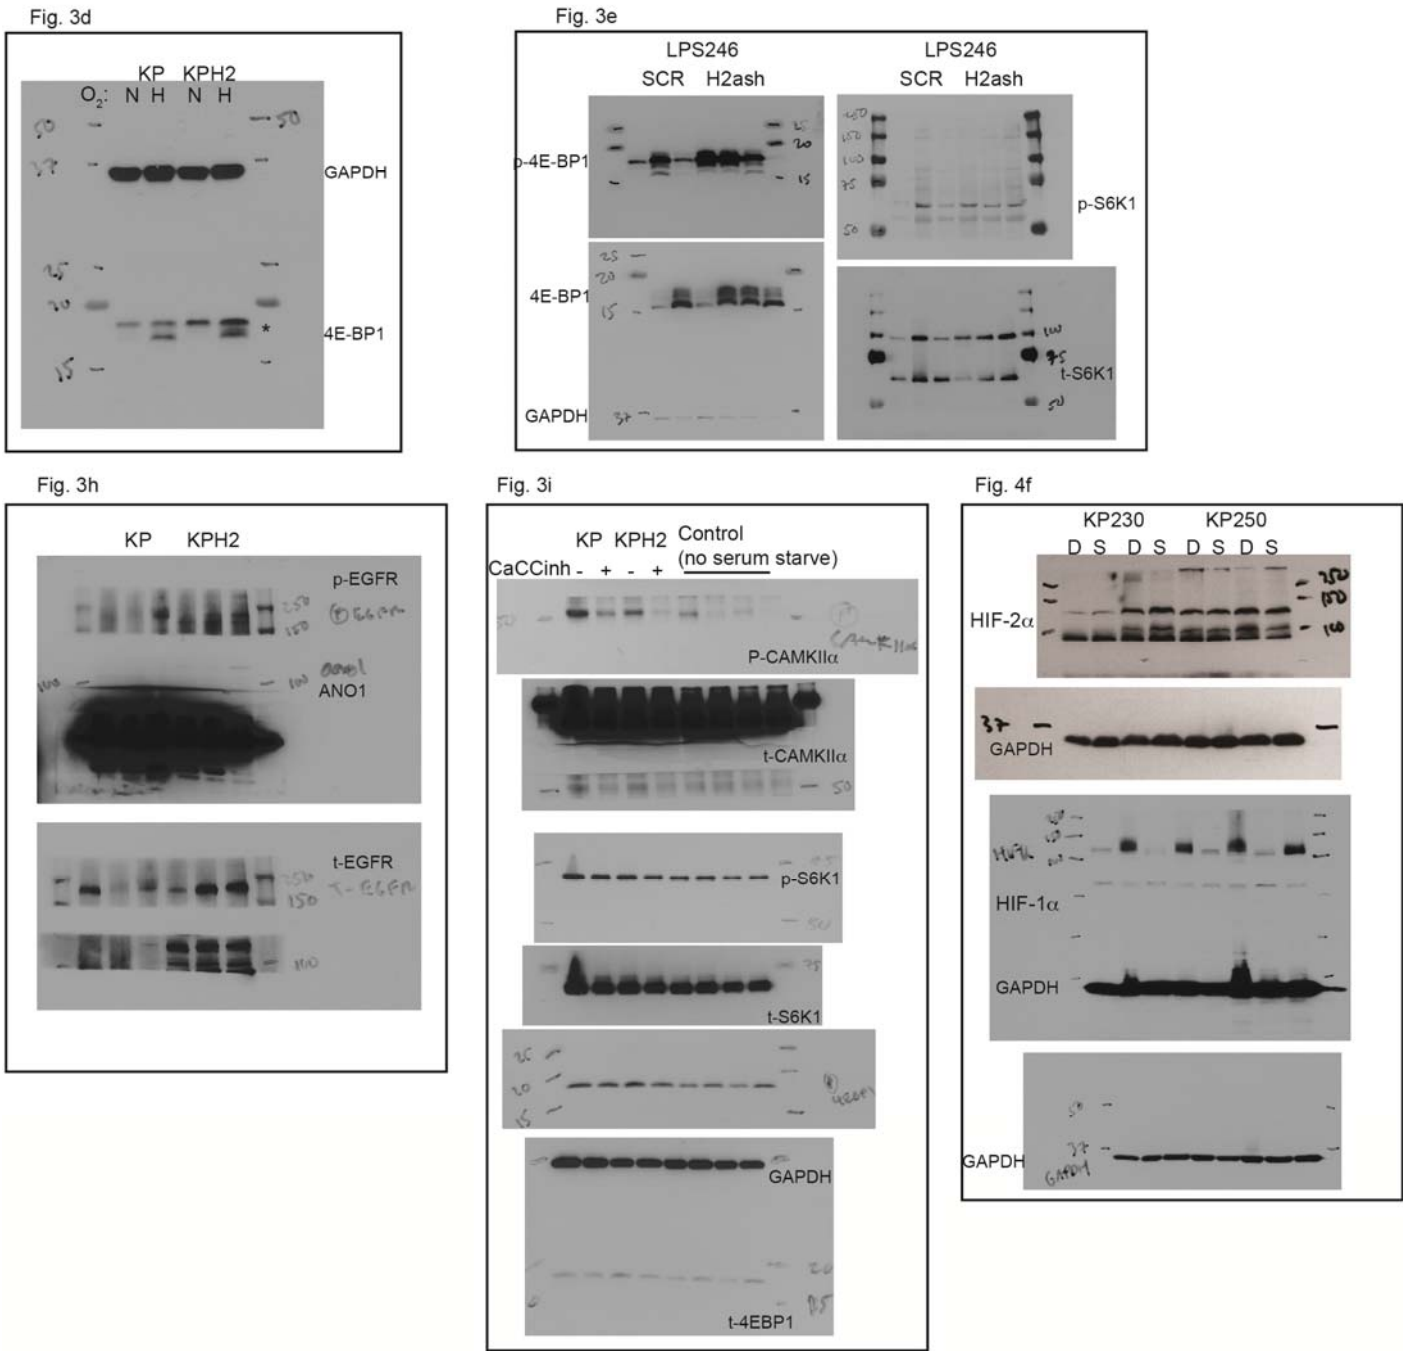

Supplementary Figure 8. Uncropped immunoblots, corresponding to the indicated figures in the manuscript.

**Supplementary Table 1.**

| Column # | Probeset ID | Gene Symbol | Chrom. | Genomic Coordinate | p-value  | stepup (p-value) | Primary Solid Tumor - Mean (242) | Recurrent Solid Tumor - Mean (2) | Metastatic (1) | Solid Tissue Normal - Mean (4) |
|----------|-------------|-------------|--------|--------------------|----------|------------------|----------------------------------|----------------------------------|----------------|--------------------------------|
| 192556   | cg10107473  | EPAS1       | 2      | 46566094           | 0.130669 | 0.871675         | 0.424158                         | 0.0800508                        | 0.696835       | 0.417186                       |
| 232422   | cg12485219  | EPAS1       | 2      | 46588351           | 0.247106 | 0.940267         | 0.873533                         | 0.929329                         | 0.847345       | 0.909147                       |
| 320478   | cg17518825  | EPAS1       | 2      | 46523461           | 0.360529 | 0.982055         | 0.773478                         | 0.915536                         | 0.71872        | 0.714626                       |
| 234440   | cg12608132  | EPAS1       | 2      | 46564242           | 0.433804 | 0.998912         | 0.776584                         | 0.951892                         | 0.86575        | 0.815803                       |
| 119931   | cg06093355  | EPAS1       | 2      | 46547693           | 0.435278 | 0.998912         | 0.562781                         | 0.312648                         | 0.696904       | 0.445636                       |
| 36451    | cg01780482  | EPAS1       | 2      | 46524612           | 0.466253 | 0.998912         | 0.0346882                        | 0.0441955                        | 0.0307917      | 0.0324421                      |
| 397383   | cg22488486  | EPAS1       | 2      | 46612964           | 0.501649 | 0.998912         | 0.774084                         | 0.858186                         | 0.827826       | 0.860843                       |
| 105209   | cg05290658  | EPAS1       | 2      | 46613024           | 0.509671 | 0.998912         | 0.709895                         | 0.885029                         | 0.722639       | 0.730558                       |
| 379875   | cg21276379  | EPAS1       | 2      | 46523790           | 0.530208 | 0.998912         | 0.255735                         | 0.43146                          | 0.160772       | 0.29615                        |
| 100712   | cg05049980  | EPAS1       | 2      | 46612798           | 0.552615 | 0.998912         | 0.895718                         | 0.879227                         | 0.927032       | 0.911881                       |
| 199610   | cg10507988  | EPAS1       | 2      | 46593271           | 0.565311 | 0.998912         | 0.957028                         | 0.972071                         | 0.824108       | 0.982008                       |
| 348703   | cg19311375  | EPAS1       | 2      | 46542361           | 0.587291 | 0.998912         | 0.289864                         | 0.116312                         | 0.303494       | 0.196377                       |
| 382771   | cg21494367  | EPAS1       | 2      | 46612724           | 0.590392 | 0.998912         | 0.787722                         | 0.912403                         | 0.76663        | 0.810458                       |
| 124940   | cg06388946  | EPAS1       | 2      | 46525020           | 0.625483 | 0.998912         | 0.059278                         | 0.0655241                        | 0.0416855      | 0.0547567                      |
| 252876   | cg13681847  | EPAS1       | 2      | 46595230           | 0.666025 | 0.998912         | 0.802085                         | 0.891575                         | 0.797961       | 0.862216                       |
| 153620   | cg07901411  | EPAS1       | 2      | 46527523           | 0.686617 | 0.998912         | 0.598231                         | 0.569492                         | 0.859313       | 0.585124                       |
| 117177   | cg05943554  | EPAS1       | 2      | 46609618           | 0.706844 | 0.998912         | 0.916131                         | 0.938724                         | 0.907709       | 0.941333                       |
| 440343   | cg25124739  | EPAS1       | 2      | 46527098           | 0.75321  | 0.998912         | 0.199266                         | 0.0588295                        | 0.188653       | 0.123225                       |
| 452812   | cg25941751  | EPAS1       | 2      | 46613544           | 0.778893 | 0.998912         | 0.556207                         | 0.632838                         | 0.710377       | 0.651947                       |
| 177473   | cg09240515  | EPAS1       | 2      | 46605834           | 0.783934 | 0.998912         | 0.739612                         | 0.829867                         | 0.687392       | 0.780589                       |
| 429337   | cg24460563  | EPAS1       | 2      | 46525678           | 0.792873 | 0.998912         | 0.0722973                        | 0.0501502                        | 0.0426928      | 0.0454716                      |
| 280894   | cg15129144  | EPAS1       | 2      | 46527958           | 0.810399 | 0.998912         | 0.832117                         | 0.928815                         | 0.862193       | 0.864142                       |
| 369472   | cg20623601  | EPAS1       | 2      | 46526843           | 0.85669  | 0.998912         | 0.144665                         | 0.0493967                        | 0.129207       | 0.0744125                      |
| 464583   | cg26627511  | EPAS1       | 2      | 46525649           | 0.88317  | 0.998912         | 0.0441569                        | 0.0311959                        | 0.034116       | 0.0241031                      |
| 259317   | cg13997788  | EPAS1       | 2      | 46593223           | 0.88545  | 0.998912         | 0.808804                         | 0.750741                         | 0.844322       | 0.818448                       |
| 90530    | cg04518274  | EPAS1       | 2      | 46525028           | 0.897986 | 0.998912         | 0.0381435                        | 0.0437533                        | 0.0194133      | 0.0385946                      |
| 2308     | cg00097800  | EPAS1       | 2      | 46593258           | 0.903052 | 0.998912         | 0.922265                         | 0.9456                           | 0.862235       | 0.936751                       |
| 6982     | cg00330888  | EPAS1       | 2      | 46524148           | 0.925201 | 0.998912         | 0.0205977                        | 0.0161684                        | 0.00973106     | 0.0130607                      |
| 422783   | cg24046888  | EPAS1       | 2      | 46526785           | 0.947341 | 0.998912         | 0.181641                         | 0.21014                          | 0.135803       | 0.245746                       |
| 27461    | cg01313320  | EPAS1       | 2      | 46526265           | 0.948711 | 0.998912         | 0.0583034                        | 0.0420988                        | 0.0398939      | 0.0384673                      |
| 237156   | cg12784625  | EPAS1       | 2      | 46524557           | 0.971302 | 0.998912         | 0.0188266                        | 0.0129969                        | 0.0139515      | 0.0141106                      |
| 216056   | cg11501862  | EPAS1       | 2      | 46524365           | 0.978321 | 0.998912         | 0.0209065                        | 0.0151255                        | 0.0143506      | 0.0166117                      |
| 171175   | cg08871383  | EPAS1       | 2      | 46524363           | 0.993367 | 0.998912         | 0.01748                          | 0.0144179                        | 0.0105785      | 0.0151849                      |
| 40194    | cg01960526  | EPAS1       | 2      | 46524359           | 0.995223 | 0.998921         | 0.0214806                        | 0.0194334                        | 0.0148275      | 0.0173618                      |
| 175345   | cg09119656  | EPAS1       | 2      | 46556344           | ?        | ?                | ?                                | ?                                | ?              | ?                              |
| 201302   | cg10600644  | EPAS1       | 2      | 46530198           | ?        | ?                | ?                                | ?                                | ?              | ?                              |
| 283314   | cg15291914  | EPAS1       | 2      | 46526566           | ?        | ?                | ?                                | ?                                | ?              | ?                              |
| 313292   | cg17091312  | EPAS1       | 2      | 46558320           | ?        | ?                | ?                                | ?                                | ?              | ?                              |

**Supplementary Table 1.** DNA methylation across the *EPAS1* locus from The Cancer Genome Atlas (TCGA) sarcoma samples. Primary solid tumors ( $n = 242$ ), recurrent solid tumor ( $n = 2$ ), metastatic ( $n = 1$ ), and normal solid tissue ( $n = 4$ ) were analyzed, and the mean Beta-values for each group shown. P-values comparing tumor tissue verses normal tissue Beta-values were calculated for each probe was calculated using DEseq.

How the deposited data were processed for this re-analysis (not part of the article)

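RNA-seq was carried out on FFPE sections of UPS tumours from 4 KP mice (KP 5 to KP 8) and 4 KPH2 mice (KPH2 1 to KPH2 4), with 1 library per tumour. The authors deposited raw counts per gene for all 8 tumours, made by aligning the reads to GRCm38 with STAR and counting unique alignments per RefSeq gene with htseq-count, without normalization. The authors also deposited log2 values from DESeq2's regularized log transformation (rlog), in one table over 7 tumours and one over all 8, in which libraries are scaled by size factors and genes with low counts are shrunk toward their mean. All per-sample columns of these tables were used. The paper's samples were taken to be the 7 tumours of the smaller table, KP 5 to KP 8 and KPH2 2 to KPH2 4, since the paper left out 1 knockout tumour as a technical outlier by principal component analysis of raw counts. Comparisons were repeated over all 8 tumours, where Zim1, Kcnj12 and Pgr did not pass the filter on low counts and were not tested by edgeR.

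Counts were analysed in R 4.3.3 with edgeR 4.0.16, with TMM normalization, the low-count filter of edgeR (minimum count 10, minimum total count 15), robust dispersion estimates and the quasi-likelihood test, without covariates. Counts for single genes were scaled to CPM with the TMM library sizes, and log2 values used a prior count of 2. Adjusted p-values are Benjamini-Hochberg values over all tested genes, with a threshold of 0.05, and the paper's threshold of 0.75 on the log2 ratio was applied where stated. Lists of genes were compared with all other genes by camera of limma 3.58.1 with an inter-gene correlation of 0.01. Enrichment scores were computed over the mouse Reactome sets supplied with fgsea 1.28.0, on the authors' rlog values, with genes ranked by signal-to-noise ratio and a weight of 1. Principal components and the separation of the groups were computed on the same rlog values. For single values per tumour, exact permutation tests were run over the 35 splits of the 7 tumours and the 35 splits of the 8 tumours that differ by more than exchanging the groups. Gene positions came from the RefSeq annotation of GRCm38.p6.

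The genes named are those the paper names for these tumours, Epas1, Hif1a and Arnt, and the 5 genes with the smallest p in each direction among those past the adjusted p of 0.05 whose groups do not overlap. Other genes are named where they were singled out after their values were seen. A further gene set by this rule is not reported here. Core histone genes were taken by symbol after the mouse Reactome set for RNA polymerase I transcription was found to hold none.

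Total counts per tumour ran from 6463221 to 13155510. The tests were tried on data simulated with edgeR's estimates of dispersion and 200 changed genes. There edgeR recovered 159 of them and called 11 unchanged genes, and DESeq2 without a prior recovered 176 and called 39. With no gene changed, edgeR called 0 genes and DESeq2 called 14.

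The alternatives were all 8 tumours, DESeq2's size factors or upper-quartile normalization in place of TMM, no filter on low counts or a mean count of at least 50, leaving out each tumour in turn, the skeletal muscle marker score as a covariate, edgeR without robust estimates, and DESeq2 1.42.0 with and without a prior on fold changes. For lists of genes the inter-gene correlation was also estimated from the data, and for enrichment scores and principal components the input values, the weight, the ranking, the number of genes and the scaling were changed. DESeq2 over all 8 tumours and the addition of core histone genes to the RNA polymerase I sets were added after seeing the data.

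The pathway predictions, the mTORC1 target signatures and the MSigDB sets of the paper rest on gene lists that were not used here. The gene of Supplementary Fig. 3d whose label could not be read was left out of the list, and one whose symbol was not matched in the counts was not analysed here.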

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

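The tests of depth, of the other tumours held out in turn, of a mislabelled sample, of the neighbours of Myc, of the chromosome 3 block and of Reln at similar muscle scores were chosen only after the results were seen. Within the 4 tumours of a group, 1 tumour lay far from the other 3 in 8 of 116 groups of values, where chance gives 5.8. In KP tumours these were KP 5 for Epas1, at 59.6 CPM, and for Nova1, at 16.0 CPM. In KPH2 tumours they were KPH2 1 for Lama5 at 25.1 CPM, Eya1 at 4.15 CPM, Prkca at 155.5 CPM, Vcam1 at 43.8 CPM, Reln at 5.09 CPM and the endothelial markers at a mean log2 CPM of 4.01. With so few more than chance gives, no explanation was tested for a single one of these values. KP 5 kept a higher Epas1 level than each KPH2 tumour and a higher Nova1 level than each KPH2 tumour.

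KPH2 1, the tumour the paper left out as a technical outlier, lay with the KP tumours on the first principal component and nearer to them for 75% of the genes called without it. Its depth, 13.08 in units of 1e+06 counts, was above that of the other KPH2 tumours, which leaves low depth out. When each of the other 7 tumours was held out, together with KPH2 1, at least 65.1% of the 292 genes with the smallest p in that fit lay nearer its own group, so choosing genes without the sample does not by itself give the position of KPH2 1. Epas1 in KPH2 1, at 32.0 CPM, was the lowest of the 8 tumours. Relative to endothelial markers it was 1.00 on the log2 scale, below the lowest KP tumour at 1.1, but KPH2 2 at 1.18 lay inside the KP range, so this measure does not separate the groups. By this measure alone the position of KPH2 1 cannot be told apart from that of a mislabelled sample. Single genes go against a mislabelled sample, since Iqgap2 at 52.4 CPM and Lrrc32 at 15.0 CPM lay below every KP tumour, at 256.2 and 36.2 CPM or more, and Dmp1 lay above every KP tumour. No biological explanation was tested for its position.

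In data the paper left out, KPH2 1 had 10.8 CPM of Dmp1 and 4.15 CPM of Eya1, against at most 1.54 and 1.76 CPM in KP tumours. Both genes were higher in each of the other KPH2 tumours as well. For Eya1, KPH2 1 lay nearer to the KP tumours than to the other KPH2 tumours, at 29.2 to 35.7 CPM. Both genes are among those called without KPH2 1, of which 75% put it nearer the KP tumours. That KPH2 1 is a knockout tumour thus stays a hypothesis, since the Epas1 level relative to endothelial markers of 1.00 did not settle the sample's identity.

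Myc stood at 252 CPM in KPH2 1, higher by 1.96 on the log2 scale than in the other 7 tumours, and Pvt1 beside it at 685 CPM, higher by 3.93. The 33 neighbouring genes within 5 Mb had a median of −0.056 on the same scale, so a copy-number gain that spans 5 Mb on either side was not seen. Among these neighbours, H2afy3 within Pvt1 was at 145 CPM, higher by 3.88, and Adcy8 at 85.4 CPM, higher by 4.18. Fam49b and Asap1, which lie between Pvt1 and Adcy8, were higher by only 0.0147 and 0.188. The nearest genes on the other side of Myc, 9930014A18Rik and Fam84b, were higher by 1.17 and 0.667. For 9930014A18Rik, KPH2 1 lay inside the KP range, at 7.29 CPM against 4.05 to 10.5 CPM. For Fam84b it had 21.5 CPM against 21.3 CPM in KP 7. Both genes were low in KPH2 2 to KPH2 4, at 1.3 to 1.46 and 7.43 to 10.8 CPM. A narrower gain and a change in transcription were not tested beyond these values. All of these genes were singled out after their values were seen.

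In KPH2 1 a window of 15 neighbouring genes on chromosome 3, starting at 104453980, had a median of 1.49 on the log2 scale above the other 7 tumours, with 14 of the 15 genes higher. With the next gene the block held 16 genes up to 105987423, 15 of them higher, with a median of 1.53. The 15 genes before these 16 had a median of −0.254. The 15 after them had a median of 0.127, with 8 higher, among them Hbxip, Slc16a4, Rbm15 and Slc6a17 at 1.3, 2.59, 1.38 and 2.05, so the end of the block is not sharp. Over 100 shuffles of the gene order the highest window reached 0.626. Over the other 7 tumours the genes of the block varied together at percentile 69 of all windows, so co-regulation stood out no more than elsewhere. A copy-number gain may underlie the block, as a hypothesis found and tested on the same data, since no DNA was analysed here and reads shared between paralogs were not tested. In KP 5 a window on chromosome 12 with Dlk1 and Meg3 was higher still, at 1.81 against 1.16 in shuffles. The highest windows of the remaining tumours ran from 0.781 in KP 6 to 1.19 in KPH2 4, and were not set against shuffles. A high window is thus not by itself particular to KPH2 1.

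Reln, which the paper does not name, had a log2 fold change of 4.85 over the 7 tumours and was higher in each of KPH2 2, 3 and 4 than in each KP tumour. With KPH2 1 it was 4.44 with an adjusted p of 0.157 from edgeR's quasi-likelihood test, where the adjusted p ran from 1.37e-34 to 0.157 over its 17 alternatives. With the muscle score as a covariate the Reln log2 fold change was 5.21 with an adjusted p of 0.0925 from edgeR, and in KPH2 4, with a muscle score of 4.95 against 4.74 in the highest KP tumour, Reln was higher than in every KP tumour by 4.05 on the log2 scale. No other explanation was tested for Reln.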

How the results depend on the processing

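The tests by DESeq2 over all 8 tumours and the core histone genes added to the RNA polymerase I sets were chosen only after the results were seen, and the other alternatives were set before the data were examined. No paired analysis was possible because the groups share no replicate numbers. The cause was not tested for any of the changes below.

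The count of 292 genes with an adjusted p under 0.05 in edgeR (185 higher, 107 lower, 288 past the paper's threshold) stayed within 1.5 times of that number with DESeq2's size factors, upper-quartile normalization, no filter on low counts, a mean count of at least 50 and no robust estimates, from 215 to 338 genes. With all 8 tumours it was 1 gene (1 higher, 0 lower, 1 past the threshold), with 2172 genes at an unadjusted p under 0.05. With the muscle score as a covariate it was 3 genes (3 higher, 0 lower, 3 past the threshold), with 1139 genes at an unadjusted p under 0.05. DESeq2 gave 1158 genes without a prior on fold changes (607 higher, 551 lower, 1055 past the threshold) and 1160 with one (613 higher, 547 lower, 1029 past the threshold), of which 292 and 291 were among the 292. DESeq2 over all 8 tumours gave 643 genes (264 higher, 379 lower, 548 past the threshold), of which 186 were among the 292. Across the 7 fits that each left out 1 tumour the counts ran from 55 to 349 genes, from 43 to 183 higher, from 12 to 166 lower and from 55 to 347 past the threshold.

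The Ano1 log2 fold change kept its direction in every alternative and fell below the threshold of the test with all 8 tumours (2.50) and with the muscle score as a covariate (2.64). With KPH2 1 kept and each of the other 7 tumours left out in turn, it ran from 2.184 to 2.775. In none of these fits did Ano1 pass (adjusted p from 0.18 to 0.327, edgeR). The Myc log2 fold change reversed with all 8 tumours (0.72), with the muscle score (0.11) and with DESeq2 over all 8 tumours (0.72), and it ran from −0.36 to 0.048 with 1 tumour left out, positive without KP 7 and without KPH2 3 (0.048 in both). The Ccnd1 log2 fold change reversed with the muscle score (−0.81) and ran from −0.12 to 0.41 with 1 tumour left out, negative at −0.019 without KP 6 and −0.12 without KPH2 3. The Ccnd2 log2 fold change ran from −0.19 to 0.30 with 1 tumour left out, negative at −0.11 without KP 5, −0.081 without KPH2 3 and −0.19 without KPH2 4. The Mtor log2 fold change reversed with the muscle score (0.27) and ran from −0.16 to 0.11, positive without KP 7 with 1 tumour left out. The Hif1a log2 fold change (0.36) and the Arnt log2 fold change (0.21) reversed with the muscle score. Of the single genes named other than Ano1, 17 of 41 no longer passed the adjusted p with all 8 tumours. With the muscle score 19 of 44 no longer passed it, and with DESeq2, with or without a prior, 16 of 44 newly passed it. The 41 and 44 include genes that had not passed over the 7 tumours. Of the named genes that had passed there and were tested by edgeR over all 8, Dmp1 alone still passed. With the muscle score, only 3 of all tested genes passed.

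The median log2 fold change of the RNA polymerase I machinery passed camera's threshold with all 8 tumours (0.16), as did that of proliferation genes (0.13), which ran from 0.055 to 0.19 with 1 tumour left out. Core histone genes no longer passed with the muscle score (0.138) or with the correlation estimated from the data (0.85 with p = 0.136), and skeletal muscle markers no longer passed with the estimated correlation (2.18 with p = 0.0547). The share of variance on the first component was 34.2% with all 8 tumours, 52.8% with the 500 most variable genes, 25% with scaled genes and 37.6% to 44.9% with 1 tumour left out. The pseudo-F was 2.02 with all 8 tumours and 2.36 to 3.17 with 1 tumour left out, where the exact permutation test cannot reach 0.05. With scaled genes it was lowest, at 1.64 (1-sided exact permutation test, p = 0.029). The enrichment score of RNA polymerase I transcription was 0.32 without weighting, 0.44 with the quasi-likelihood ranking and 0.73 with core histone genes added, each with an exact permutation p of 0.057, and 0.365 to 0.469 with 1 tumour left out.

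For the mean level of a list the smallest 2-sided exact permutation p is 0.029 with 4 and 3 tumours or 4 and 4. After adjustment over the 10 lists the smallest value was 0.14 over the 7 tumours and 0.29 over all 8.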

Differences from the paper's values

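No tests were chosen after the result was seen for the values below, except where a sentence says so. A value fell within the tolerance when it was within 1.5 times of the paper's or differed from it by no more than the SD between replicates. For log2 fold changes that SD alone was used, with the sign unchanged, and a lower bound on a fold had to be at most 1.5 times the paper's. The share of variance on the first principal component was 38.8% against the paper's about 25% in Supplementary Fig. 3a, read by eye. Of the alternatives set before the data were examined, all 8 tumours (34.2%) and scaling each gene (25%) fell within the tolerance, and log2 CPM, the 500 most variable genes and leaving out single tumours did not.

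Zim1 was at least 34.8-fold higher in KPH2 tumours against the paper's about 19-fold in Supplementary Fig. 4a, read by eye. Leaving out KPH2 2 (27.4), the muscle score as a covariate (22.0) and DESeq2 with a normal prior (18.4) fell within the tolerance. So did all 8 tumours, at least 26.1-fold, although the gene did not pass edgeR's filter there, and the other alternatives did not. Kcnj12 was 56.0-fold higher against the paper's about 18-fold in Supplementary Fig. 4a, read by eye. DESeq2 with a normal prior (17.0) fell within the tolerance. Leaving out KP 5 (39.6) or KPH2 2 (45.6) fell within it only through the replicate SD of 29.6, as did DESeq2 over all 8 tumours, chosen after seeing the values (Kcnj12 log2 fold change 5.47). The other alternatives did not, and all 8 tumours were not tested by edgeR for this gene.

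The log2 fold change of Tac1 was −3.30 against the paper's about −2.0 in Supplementary Fig. 3d, read by eye. All 8 tumours (−1.48), leaving out KPH2 2 (−2.83), the muscle score (−2.72) and DESeq2 with a normal prior (−2.01) fell within the tolerance given by the replicate SD of 1.07. So did DESeq2 over all 8 tumours, chosen after seeing the values (Tac1 log2 fold change −1.52), and the other alternatives in which the gene was tested did not. Tac1 was not tested with a mean count of at least 50 or without KP 5, KP 6 or KP 7. The log2 fold change of Pgr was 4.57 against the paper's about 2.4 in Supplementary Fig. 3d, read by eye. Leaving out KP 7 (4.25), KP 8 (4.16) or KPH2 3 (3.38), the muscle score (3.90) and DESeq2 with a normal prior (2.30) fell within the tolerance given by the replicate SD of 2.03. So did DESeq2 over all 8 tumours, chosen after seeing the values (Pgr log2 fold change 4.13), and the other alternatives in which the gene was tested did not. Pgr was not tested by edgeR over all 8 tumours, with a mean count of at least 50 or without KP 6.

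The enrichment scores here rest on mouse Reactome sets and the paper's on MSigDB canonical pathways, so the sets compared below are unlike. The mouse set for promoter opening held 2 genes, too few for its score to decide for or against the paper's. The enrichment score of RNA polymerase I promoter opening was 0.534 against the paper's about 0.84 in Supplementary Fig. 3b, read by eye. All 8 tumours (0.712), the quasi-likelihood ranking (0.757) and leaving out KP 5 (0.575), KP 7 (0.667) or KPH2 4 (0.699) fell within the tolerance, and the other alternatives set before the data were examined did not. Core histone genes added to the set, chosen after seeing the values, gave 0.781. The score of RNA polymerase I transcription was 0.436 against the paper's about 0.77 in Supplementary Fig. 3b, read by eye. All 8 tumours (0.533) fell within the tolerance, as did core histone genes added to the set (0.73), chosen after seeing the values, and the other alternatives did not. For RNA polymerase I, III and mitochondrial transcription the score was 0.339 against the paper's about 0.70 in Supplementary Fig. 3b, read by eye, and none of the alternatives fell within the tolerance. For transcription it was 0.314 against the paper's about 0.57 in Supplementary Fig. 3b, read by eye, and all 8 tumours (0.398) alone fell within the tolerance. For degradation of the extracellular matrix it was 0.32 against the paper's about −0.70 in Supplementary Fig. 3b, read by eye, and none of the alternatives fell within the tolerance, although the sign was the paper's with all 8 tumours (−0.351), without weighting (−0.151), with the quasi-likelihood ranking (−0.284), without KP 8 (−0.312) and without KPH2 3 (−0.345).

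The paper's Results give the numbers of KP and KPH2 tumours the other way round from its Methods, and the table of normalized values for 7 tumours holds 4 KP and 3 KPH2 tumours. The paper names 1 knockout tumour as the outlier of the raw counts, and the tumour absent from that table is KPH2 1, whereas by distance in the raw counts KPH2 2 lay farthest (979800) and KPH2 1 came next (533500). By distance in the authors' rlog values for 8 tumours KPH2 1 lay farthest (65.6). The paper draws the genes of Supplementary Fig. 3d as differentially expressed, and of the 23 tested here 8 passed the adjusted p in edgeR, while DESeq2 with or without a prior called each of them. Among the remaining genes, Cdkn1a also passed in edgeR with upper-quartile normalization, without a filter on low counts and without robust estimates. Ddit4l and Erbb3 passed without that filter and without KP 6, Prkacb, Dcn and Pdk4 without KP 5, and Tac1 without KP 8. Prkacb, Casp1 and Dcn passed in DESeq2 over all 8 tumours, which was chosen after seeing the values. For the gene whose label could not be read there, the log2 fold change was −0.79 for Itga5 (adjusted p = 0.31 from edgeR) and 1.03 for Itga6 (adjusted p = 0.0523 from edgeR).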

Other observations

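The tests of gene length and library size for the histone genes, of Ano1 at similar muscle scores, of Lars2, of enrichment scores with core histone genes added or left out, and of all splits of the samples apart from that of the 292 genes were chosen only after the result was seen. Of the 35 splits of the 7 tumours into 4 and 3, 1, the real one, gave as many as 292 genes with an adjusted p under 0.05 from edgeR, and 1 each gave as many higher genes, as many lower genes and as many genes past the paper's threshold. With KPH2 1 included, 2 of the 35 splits gave as many as the 1 gene called. A camera p as small as the real one was given by 8 of the 35 splits for core histone genes, 5 for the RNA polymerase I machinery, 5 for skeletal muscle markers, 24 for calcium handling genes outside muscle and 17 for proliferation genes, so for these lists a grouping by chance was not ruled out.

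Core histone genes were higher in KPH2 2 to KPH2 4 by a median of 0.85 on the log2 scale. A larger share of cycling cells was tested by the proliferation list, which did not rise past the threshold (median 0.12, camera p = 0.138, as small in 17 of the 35 splits by exact enumeration), although it did without KP 5 and, with a median of 0.13, over all 8 tumours, where 11 of the 35 splits gave a camera p as small by exact enumeration. By BrdU uptake the paper found KPH2 tumours more proliferative (Fig. 1c), so this list does not rule out a larger share of cycling cells. Short non-coding transcripts, 114 genes, had a median of 0.018, so better recovery of short transcripts was not seen over the 7 tumours, while over all 8 their median was 0.20. Among 10000 lists of other genes matched on length, GC content and expression, the medians centred on 0.0817 with an upper limit of 0.253, and the histone median lay at percentile 100. Histone levels and log2 library size over the 8 tumours had a Pearson r of 0.688 (exact permutation p = 0.0636) and a Spearman rho of 0.262 (exact permutation p = 0.536), and without the 2 tumours farthest from the median library size r was −0.506, so the relation rests on those tumours. With the muscle score as a covariate the histone median fell to 0.14. By r over all 8 tumours alone the histone difference cannot be told apart from library size, while KPH2 3 and KPH2 4, with fewer counts than KP 5 and KP 8 and higher histone levels, go against it. The difference cannot be told apart from muscle content, from a larger share of cycling cells or from a grouping by chance.

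The enrichment of the RNA polymerase I sets was tested for a part played by histone genes, and the tests differed. The machinery genes, without histones, did not pass over the 7 tumours by camera (p = 0.0888, as small in 5 of the 35 splits by exact enumeration). Over all 8 tumours they passed at a median of 0.16, with a camera p as small in 4 of the 35 splits by exact enumeration. Their mean level had a 2-sided exact permutation p of 0.029 over the 7 tumours, and 0.14 after adjustment over the 10 lists. The mouse set for RNA polymerase I transcription, which holds no core histone gene, had an enrichment score of 0.436 (1-sided exact permutation p = 0.029). With core histone genes added it was 0.73 (1-sided exact permutation p = 0.057). In 7 other Reactome sets that hold core histone genes, the scores of 0.513 to 0.77 fell to 0.217 to 0.486 without those genes (1-sided exact permutation p from 0.029 to 0.11 with them and from 0.14 to 0.43 without). For the RNA polymerase I sets, whether histone genes carry the enrichment was not settled.

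Skeletal muscle in the sections is a candidate source of the calcium and muscle genes. Calcium handling genes outside muscle did not rise (camera p = 0.821, as small in 24 of the 35 splits by exact enumeration), consistent with that source. For Ano1 the muscle score as a covariate gave an adjusted p of 0.186 from edgeR's quasi-likelihood test with an Ano1 log2 fold change of 2.64 against 2.85 without it, where the adjusted p ran from 1.14e-17 to 0.186 over its 17 alternatives. With this covariate only 3 genes of all those tested passed, so the loss of the adjusted p says little about Ano1 itself. In KPH2 4, with a muscle score of 4.95 against 4.74 in the highest KP tumour, Ano1 was still higher than in every KP tumour by 2.15 on the log2 scale. Among KPH2 2 to KPH2 4, KPH2 3 had the highest muscle score, 7.34, and the lowest Ano1 level, 85.1 CPM. By the covariate's adjusted p alone Ano1 cannot be told apart from muscle content, while its fold change and the levels in KPH2 3 and KPH2 4 go against muscle content as the whole source.

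Each group held 1 tumour with Xist above 100 CPM, KP 8 and KPH2 4, where the other 6 had at most 3.07 CPM (Fisher's exact p = 1 over all 8 tumours), so unequal sex was not seen. Within 10 Mb of Epas1, 0 of 62 tested genes passed the adjusted p, against 290 of 14373 elsewhere (Fisher's exact p = 0.638). At an unadjusted p under 0.05 the shares were 12.9% near Epas1 (8 genes) and 17.8% elsewhere. Changed genes were thus not concentrated near Epas1. With so low a rate of called genes elsewhere, the count of 0 does not rule out a strain difference carried with the floxed allele.

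Rn45s and Rn18s took 1.11% to 2.88% of the counts in KP tumours and 3.69% to 10.4% in all 4 KPH2 tumours (2-sided exact permutation p = 0.029 with and without KPH2 1). Lars2 rose with them by 1.8 on the log2 scale over all 8 tumours, while 16 other mitochondrial synthetase genes had a median of 0.121, from −0.841 to 0.595. The higher share in KPH2 tumours cannot be told apart from leftover ribosomal RNA that differs between libraries.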
